# Intranasal Delivery of Recombinant S100A8 Protein Delays Lung Cancer Growth by Remodeling the Lung Immune Microenvironment

**DOI:** 10.3389/fimmu.2022.826391

**Published:** 2022-05-17

**Authors:** Sze Wing Wong, Joshua McCarroll, Kenneth Hsu, Carolyn L. Geczy, Nicodemus Tedla

**Keywords:** lung cancer, S100A8, myeloid-derived suppressor cells, antioxidants, lung immune microenvironment

## Abstract

Lung cancer is the leading cause of cancer-related death worldwide. Increasing evidence indicates a critical role for chronic inflammation in lung carcinogenesis. S100A8 is a protein with reported pro- and anti-inflammatory functions. It is highly expressed in myeloid-derived suppressor cells (MDSC) that accumulate in the tumor microenvironment and abrogate effective anti-cancer immune responses. Mechanisms of MDSC-mediated immunosuppression include production of reactive oxygen species and nitric oxide, and depletion of L-arginine required for T cell function. Although S100A8 is expressed in MDSC, its role in the lung tumor microenvironment is largely unknown. To address this, mouse recombinant S100A8 was repeatedly administered intranasally to mice bearing orthotopic lung cancers. S100A8 treatment prolonged survival from 19 days to 28 days (p < 0.001). At midpoint of survival, whole lungs and bronchoalveolar lavage fluid (BALF) were collected and relevant genes/proteins measured. We found that S100A8 significantly lowered expression of cytokine genes and proteins that promote expansion and activation of MDSC in lungs and BALF from cancer-bearing mice. Moreover, S100A8 enhanced activities of antioxidant enzymes and suppressed production of nitrite to create a lung microenvironment conducive to cytotoxic lymphocyte expansion and function. In support of this, we found decreased MDSC numbers, and increased numbers of CD4^+^ T cells and natural killer T (NK-T) cells in lungs from cancer-bearing mice treated with S100A8. *Ex-vivo* treatment of splenocytes with S100A8 protein activated NK cells. Our results indicate that treatment with S100A8 may favourably modify the lung microenvironment to promote an effective immune response in lungs, thereby representing a new strategy that could complement current immunotherapies in lung cancer.

## Introduction

The host response to cancer can induce a powerful immune response that influences clinical outcomes (1, 2). This is illustrated by the recent expansion of the use of immunotherapies such as immune checkpoint inhibitors (CTLA-4, PD-1 and PD-L1), which harness the host immune system to generate powerful anti-cancer effects (3). Indeed, several cancers, including non-small cell lung cancer (NSCLC), have witnessed significant improvements in patient survival with the implementation of immune checkpoint inhibitors (3). However, despite their promise, some patients do not respond to immunotherapies, or develop resistance and relapse (4). A greater understanding of resistance mechanisms and new therapeutic strategies with the potential to synergize with immunotherapies or enhance their effectiveness by priming the cancer microenvironment is required.

A neoplastic microenvironment characterized by infiltrating myeloid-derived suppressor cells (MDSC) (5) and high oxidative stress is generally immunosuppressive (6, 7) and negatively contributes to the pathogenesis of lung cancer (8, 9). MDSC accumulation in cancers also suppresses CD8^+^ T cell activation and hinders the efficacy of PD-1 and CTLA-4 checkpoint inhibitors (10–12). Emerging studies designed to identify key mediators which can alleviate immunosuppression and modify an unfavourable microenvironment show promise (13). For example, in murine models of lung cancer, direct inhalation of immunostimulatory CpG-ODN motifs, which activate Toll-like Receptor 9 (TLR9) signaling, stimulated anti-cancer activity by modifying the tumor microenvironment in favour of increased recruitment and activation of T cells (14). Moreover, the synergy between inhaled CpG-ODN and programmed cell death-1 (PD-1) inhibitors increased survival (14). In another study, CpG-ODN was combined with Poly I:C (TLR3 agonist) and an anti-MDSC antibody (RB6-8C5) and delivered as a cocktail locally to lungs of mice suffering from metastatic melanoma to the lungs (15). This treatment strategy favourably modified the lung cancer immune microenvironment by inhibiting expression of key immunosuppressive genes and increasing activity of resident NK cells.

Numerous studies report clinical associations between elevated expression of members of the S100 family of calcium-binding proteins and human malignancies (16), but their functional significance remains limited and conflicting. S100A8 and S100A9 are constitutively expressed in neutrophils (17), MDSC (18) and other cell types that promote progression of cancer (19). Some cancer cells, such as anaplastic thyroid cancer cells, also express high levels of S100A8 and S100A9 (20). Stable knockdown of S100A8 using shRNA in these cells reduced local cancer growth and metastasis to the lungs, whereas S100A9 knockdown had no effect (20). Studies using S100A9 knockout mice, or mice implanted with lung cancer cells in which S100A9 gene expression was silenced, reported that S100A9 promotes MDSC accumulation in the lungs (21) and may contribute to increased metastasis to the liver (22). In contrast, the S100A8/A9 complex was reported to have anti-cancer activity by increasing natural killer (NK) cell numbers and activity in pancreatic and colon cancer cells transplanted into mice (23). Together, these conflicting results warrant the need for better understanding o the functional roles of S100A8 and/or A9 in the immunopathology of cancers.

We previously made the unexpected finding that when inhaled directly into the lungs of mice, S100A8 promoted anti-inflammatory responses in the airways (24). This suppressed acute lung injury induced by lipopolysaccharide (LPS) by inhibiting expression of key chemokines and cytokines that influence leukocyte recruitment (24). Furthermore, S100A8 inhalation reduced symptoms of acute asthma in mice (25). Its anti-inflammatory effects include the ability to scavenge oxidants generated in the inflammatory milieu without the need to form S100A8/A9 complexes (24). Given that most lung cancers develop on a background of chronic inflammation (26, 27), we hypothesized that the anti-inflammatory properties of S100A8 may limit early-stage growth of lung cancers by favorably modifying the lung immune microenvironment.

Studies herein showed for the first time that intranasal delivery of S100A8 delayed aggressive lung cancer growth and increased survival in a syngeneic orthotopic lung cancer mouse model. S100A8 positively modified the lung microenvironment by decreasing expression of key genes and proteins in the lungs which are involved in regulating MDSC recruitment and activation. Moreover, protective antioxidant activities were increased whereas deleterious nitric oxide levels were decreased in lungs from S100A8-treated mice, together with reduced MDSC numbers, and increased CD4 T cell and natural killer T (NK-T) cell numbers. *Ex vivo* treatment of splenocytes with S100A8 activated splenic NK cells. Taken together, our results indicate that S100A8 favourably modified the cancer microenvironment in the lungs to promote effective immune responses and may represent a new treatment option that complements current therapeutic strategies in lung cancer.

## Materials and Methods

### Preparation and Purification of Murine Recombinant S100A8 Protein

A Glutagene pGEX2T-vector containing murine S100A8 and glutathione-S-transferase fusion protein was transformed into *E. coli* BL21QS cells; recombinant murine S100A8 protein was produced and cleaved by thrombin as described (28). S100A8 protein was purified by reverse-phase high-performance liquid chromatography, where it was first eluted from a C8 column (Vydac Separations Group, USA) with a gradient of trifluoroacetic acid (0.095-0.1%) and acetonitrile (5-99%) solvents, followed by an analytical C4 column (Vydac Separations Group, USA) (**Supplementary Figures 1A, B**). The molecular mass of S100A8 protein (10 kDa) was validated by the Bioanalytical Mass Spectrometry Facility, UNSW Sydney as previously described (29) (**Supplementary Figure 1C**). Purified S100A8 was confirmed to be monomeric by both silver staining and Western blotting (**Supplementary Figures 1D, E**). To minimize endotoxin contamination (< 10 pg for every 10 µg of recombinant S100A8), stringent precautions were implemented to all glassware, buffers and media throughout the study as previously described by our laboratory (29). For intranasal treatments in mice, recombinant murine S100A8 (10 µg) was resuspended in 50 µl Hanks’ Balanced Salt Solution (HBSS).

### Cell Culture

Lewis Lung Carcinoma (LLC) cell line (CRL-1642^™^) was purchased from American Type Culture Collection and authenticated by IDEXX BioResearch (USA) using STR profiling. LLC cells were cultured in DMEM medium supplemented with 10% (v/v) fetal bovine serum and 1% (v/v) L-glutamine (Life Technologies, Australia) at 37°C, 5% CO_2_ for a maximum of 6 months, and routinely verified as mycoplasma free.

### Orthotopic Lung Cancer Mouse Model

Specific-pathogen free female C57Bl/6J mice (6-8 weeks old) from Australian BioResources (Moss Vale, Australia) were maintained in ventilated cages exposed to a 12-hour light or dark cycle and given autoclaved food and water *ad libitum*. Experiments were conducted in accordance with the guidelines of the National Health and Medical Research Council of Australia; ethics were approved by the Animal Care and Ethics Committee of the University of New South Wales, Australia (12/148B and 16/142B). LLC cells (4 x 10^5^/ml) or DPBS (vehicle control; Life Technologies) mixed with chilled growth factor reduced Matrigel™ (BD Biosciences) (1:1 v/v) were orthotopically injected into murine lungs as previously described (30).

### Assessment of Cancer Engraftment Following S100A8 Treatment

*Single treatment:* S100A8 (10 µg) or HBSS (control) was administered intranasally at the same time of orthotopic LLC cell injection into the lungs (Day 0), and whole lungs harvested 20 days later. *Multiple treatments:* S100A8 (10 µg) or HBSS was intranasally administered on Days 0, 3 and 6 post-LLC cell implantation into the lungs, and whole lungs harvested 9 days later. At study endpoints lung cancer areas on hematoxylin and eosin-stained sections were quantified using the CellSens software coupled to an Olympus DP73 microscope at 100X magnification.

### Assessment of Mouse Survival Following S100A8 Treatment

Mice were administered intranasal S100A8 (10 µg) or HBSS on Days 3, 6 and 9 post-LLC cell implantation into the lungs, or every third day. Endpoint criteria included weight loss equal to or greater than 20%, dehydration, lethargy, and labored breathing.

### Assessment of Gene and Protein Expression in the Lung Microenvironment Following S100A8 Treatment

To examine effects of S100A8 inhalation on the lung microenvironment, mice were administered S100A8 (10 µg) or HBSS intranasally on Days 3, 6 and 9 post-LLC cell implantation into the lungs. Cancer-free mice treated with S100A8 or HBSS served as controls. Twenty-four hours after the final treatment (Day 10), lungs were homogenized for gene expression analysis or measurement of antioxidant enzymatic activities, or fixed in 10% neutral-buffered formalin for immunohistochemistry. Bronchoalveolar lavage fluid (BALF), collected by inserting a 19G cannula (Cadence Science, USA) into the trachea and instillation of chilled DPBS (1 ml x 2) into the lungs, was used to quantitate cytokine and nitrite production.

### RT-qPCR Gene Expression Array

Total RNA (1.5 µg) from lungs (≥ 4 mice per treatment group) was reversed-transcribed into cDNA using the SuperScript VILO cDNA synthesis kit (Life Technologies, Australia). Effects of S100A8 treatment on the lung microenvironment were assessed using a panel of 98 genes that affect immune regulation, redox, cancer growth, metastasis, hypoxia and angiogenesis (**Supplementary Table 1**). Primers for each gene were validated as described previously by our laboratory (24). PCR amplification with a cut off threshold of 38 cycles was performed using the QuantStudio RT-qPCR machine (Roche). Gene expression was normalized against two housekeeping genes, β-actin and βeta-2 microglobulin (β2M), and expressed as means ± SEM for each group. Fold changes with respect to control (HBSS + vehicle; no cancer) were calculated using the web-based software package and Excel-based analysis tool, as previously described (24). Data files were uploaded in the Gene Expression Omnibus (GEO accession number, GSE190817).

### Enzyme-Linked Immunosorbent Assay

Cytokine (IL-1β, IL-4, IL-6, IL-12β, IFN-γ) levels in BALF were measured using enzyme-linked immunosorbent assays (ELISA) according to the manufacturer’s instructions (IL-12β ELISA kit from BioLegend, USA; others from R&D Systems, USA).

### Nitric Oxide Production Assay

Nitric oxide production, in terms of concentration of nitrite (μM), was measured in BALF using the Griess reagent (Sigma); A_540nm_ was measured using a SpectraMax M3 plate reader.

### Antioxidant Enzyme Activity Assays

Lung homogenates (50 mg lungs/ml buffer) were prepared in chilled lysis buffer (50 mM PBS, 1 mM EDTA, 10 μM butylated hydroxytoluene) containing complete proteinase inhibitor cocktail mixture (Roche) using a rotating piston (500 RPM). Absorbance correlated to the activities of superoxide dismutase (SOD) (in terms of purpurogallin formation at 405 nm), thioredoxin reductase (TXN-R) (in terms of 5-thio-2-nitrobenzoic acid formation at 412 nm) and peroxiredoxin (PRDX) (in terms of the inverse of iron (III)-xylenol orange complex formation at 560 nm) in total lung lysates was determined by the SpectraMax M3 plate reader with a path length of 1 cm. Specific enzyme activity of SOD, TXN-R (nmol/min/mg of protein) and PRDX (nmol^-1^/min/mg of protein) were calculated using molar extinction coefficients of 2.47 M^-1^ cm^-1^ (31), 13.6 mM^-1^ cm^-1^ (32) and 4.52 x 10^4^ M^-1^ cm^-1^ (33), respectively.

### Immunohistochemistry

Formalin-fixed paraffin-embedded lung sections were stained with in-house generated rabbit anti-S100A8 and S100A9 IgG antibodies (5 mg/ml) as previously described (34), followed by biotinylated anti-rabbit IgG (1:500 v/v) (Santa Cruz, SC-2027). S100A8^+^ and S100A9^+^ myeloid cells in lungs were manually counted over 10 random fields of view of 0.1 mm^2^ using the Olympus DP73 microscope and averaged. Representative images were photographed using the CellSens software coupled to the microscope.

### Preparation of Single Cell Suspensions From Lungs and Spleen

To analyze changes in MDSC and/or lymphocyte populations harvested on Day 10, single cell suspensions were prepared from lungs and spleen. Lungs were digested in 0.7 mg/ml collagenase A, 30 µg/ml bovine pancreatic DNaseI and 35 U/ml hyaluronidase at 37°C for 1 hour, then mechanically disaggregated and ground using a 40 μm strainer (BD Biosciences). To obtain single cell suspensions containing the lymphocyte/monocyte fraction, Percoll centrifugation (1600 RPM, 25 min, break off) was performed to collect the interface between the 60% and 30% gradients as described (35). Spleens were mechanically disaggregated and ground using a 40 µm strainer. Red blood cells in all suspensions were lyzed using ammonium chloride. Single cell suspensions (10^6^ cells) were prepared in 50 µl 0.1% BSA/PBS for flow cytometry analysis.

### Analysis of MDSC and Lymphocyte Populations

To analyze MDSC populations, single cell suspensions from lungs and spleen were stained with APC anti-CD11b (BD Biosciences, #553312), PE-Cy™7 anti-Gr-1 (BD Biosciences, #552985), FITC anti-CD14 (BD Biosciences, #553739) and PE anti-F4/80 antibodies (Thermo Fisher Scientific, #12-4801-82), or IgG controls. Although CD14 is a marker for human monocytic MDSC (36–38), the antibody used in this study also detected murine monocytes and was used to complement F4/80 reactivity to characterize M-MDSC. Lymphocyte populations in lungs and spleen were detected using FITC anti-CD3 (BD Biosciences, #555274), PE anti-NK 1.1 (BD Biosceinces, #557391), PerCP anti-CD4 (BD Biosciences, #553052) and APC anti-CD8 (BD Biosciences, #553035) antibodies, or IgG controls. Multicolor flow cytometry was performed using a BD FACSCalibur™ (BD Biosciences), and data analyzed using the FlowJo software (Tree Star Inc, USA). Gating on the Gr-1^+^ population identified the CD11b^+^/Gr-1^+^ MDSC population (**Supplementary Figure 2A**). Further analysis of this population characterized neutrophilic MDSC (PMN-MDSC; CD14^-^/F4/80^-^) and monocytic MDSC (M-MDSC; CD14^+^ and/or F4/80^+^) (**Supplementary Figure 2A**). Gating on the CD3^+^ population identified NK-T cells (CD3^+^/NK 1.1^+^), whereas gating on the CD3^-^ identified NK cells (CD3^-^/NK 1.1^+^) (**Supplementary Figure 2B**). Further analysis of the CD3^+^/NK 1.1^-^ gate indicated a population of CD4^+^ T cells, CD8^+^ T cells and double-negative T (DNT) cells (CD4^-^/CD8^-^) (**Supplementary Figure 2B**).

### Analysis of NK Cell Activity *Ex-Vivo*

Primary splenocytes from specific-pathogen free female C57BL/6J mice (6 weeks old) were isolated and cultured in RPMI media supplemented with 10% (v/v) fetal bovine serum, 1% (v/v) MEM sodium pyruvate, 1% (v/v) MEM non-essential amino acid solution (all from Invitrogen), 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin (Sigma-Aldrich, St Louis, MO). Splenocytes (10^6^ cells) were treated with S100A8 (10 µg/ml) for 24 and 48 hours. Cells treated with media served as controls. Subsequently, splenocytes from each group were stained with FITC anti-CD3 (BD Biosciences, #555274), PE anti-NK1.1 (BD Biosciences, #557391), PerCP-eFluor 710 anti-granzyme B (Thermo Fisher Scientific, #46-8898-82) and APC anti-granzyme A antibodies (Thermo Fisher Scientific, #17-5831-82), or isotype- and fluorochrome-matched controls. To determine percentages of granzyme A and granzyme B in NK cells (CD3^-^/NK1.1^+^), flow cytometry was performed using a BD FACSCalibur machine (BD Biosciences), and data analyzed using the FlowJo software (Tree Star Inc) (**Supplementary Figure 2C**). The cutoff quadrants for positive cells were set using high stringency setting based on < 4% non-specific staining on cells incubated with isotype- and fluorochrome-matched controls (**Supplementary Figure 3**).

### Statistical Analysis

Data analyzed were expressed as means ± standard error of the mean (SEM). Mantel-Cox test compared mean survival of mice with orthotopic lung cancers treated with S100A8 or HBSS (control). For all other experiments, Student’s t-test compared changes in means between two treatment groups, and ANOVA in conjunction with Holm–Šídák’s multiple comparison test compared changes in means for more than two treatment groups. P values < 0.05 were considered statistically significant. GraphPad Prism 9.1.0 software was used for data analysis and plotting of graphs.

## Results

### Intranasal S100A8 Delayed Engraftment of Orthotopic Mouse Lung Cancers and Prolonged Survival

To determine effects of S100A8 on orthotopic lung cancer engraftment, mice were administered a single intranasal dose of S100A8 or HBSS (control), and whole lungs harvested 20 days post-LLC cell implantation, the time when advanced lung disease was evident. Control mice had extensive lung cancers (HBSS: 49.9 ± 10.5 mm^2^), whereas only small cancer nodules were present in S100A8-treated mice (8.4 ± 4.6 mm^2^) (p < 0.01) (**Figures 1A-C**). When mice bearing LLC cancers were given an additional two intranasal doses on Days 3 and 6 post-LLC cell implantation, striking anti-cancer effects were observed as early as Day 9 (p < 0.01) (**Figures 1D–F**). All control mice developed small cancer nodules throughout the lungs (**Figure 1D**). In marked contrast, S100A8 treatment significantly delayed early lung cancer growth with 4 of 7 (57%) mice having no visible lung cancer nodules (**Figures 1E, F**).

**Figure 1:**
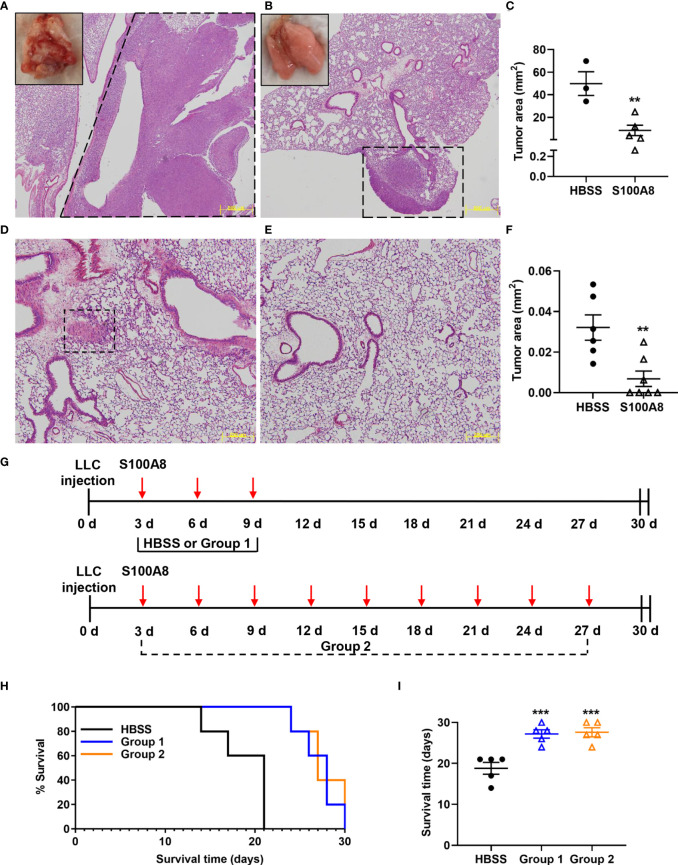
Intranasal S100A8 treatments delayed lung tumor growth and prolonged survival in mice. **(A, B)** Representative Hematoxylin and Eosin (H&E)-stained sections of mouse lungs after a single treatment of Hank’s Balanced Salt Solution (HBSS, control) **(A)** or mouse recombinant S100A8 (10 µg) **(B)**. Lungs were harvested after 20 days, scale bar, 500 μm, dotted line = tumors. Insets show corresponding macroscopic morphology of whole lungs. **(C)** Graph showing mean total tumor area ± SEM (mm^2^) in lungs from mice treated with HBSS or S100A8, n = 3-5 mice per treatment group, **p < 0.01. **(D–F)** Representative H&E-stained sections of mouse lungs after three treatments with HBSS (control) **(D)** or mouse recombinant S100A8 (10 µg) **(E)** on Days 0, 3 and 6 post-LLC cell implantation. Lungs were harvested on Day 9, dotted line = tumors; scale bar, 200 μm. **(F)** Graph showing mean total tumor area ± SEM (mm^2^) in lungs from mice after three treatments with HBSS or S100A8, n = 6-7 mice per treatment group, **p < 0.01. **(G)** Schematic diagrams showing treatment protocols for intranasal S100A8 delivery or HBSS; S100A8 treatments were given on days 3, 6 and 9 post-LLC cell implantation (Group 1) or every third day until endpoint (Group 2). **(H)** Kaplan-Meir curve showing mouse survival for each treatment group (n = 5 mice per treatment group). **(I)** Graph showing the mean survival days ± SEM for mice given S100A8 or HBSS, ***p < 0.001 compared to HBSS.

We next examined whether S100A8 treatment increased survival of mice with LLC cancers. Mice were given S100A8 on Days 3, 6 and 9 post-LLC cell implantation (Group 1), or repeated S100A8 treatments every third day for up to 27 days (9 treatments, Group 2); controls received HBSS (**Figure 1G**). Both groups of S100A8-treated mice survived significantly longer (27 ± 1 days, Group 1, p < 0.001 and 28 ± 1 days, Group 2, p < 0.001) compared to controls (19 ± 1 days) (**Figures 1H, I**). Increasing concentrations of S100A8 did not affect proliferation or viability of mouse or human lung cancer cells *in vitro* (**Supplementary Figure 4**), suggesting that S100A8 likely delayed engraftment of lung cancers by alternate mechanisms.

### Inhalation of S100A8 Altered Expression Profiles of Genes Involved in Immune Regulation and Redox in Lungs

To investigate potential changes in the lung microenvironment that preceded the delayed lung cancer growth induced by S100A8 treatment, mice with LLC cancers were given three intranasal treatments of S100A8 (Group 1, S100A8 + LLC) as outlined in **Figure 1G**, and whole lungs collected at midpoint of survival (Day 10). Three different control groups were included: 1) HBSS in the absence of LLC cancers (HBSS + vehicle); 2) S100A8 treatment in the absence of LLC cancers (S100A8 + vehicle); and 3) HBSS in the presence of LLC cancers (HBSS + LLC). 

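Lung RNA of these 4 groups was measured by RT-qPCR, in which the threshold cycle (Ct) is the number of amplification cycles needed to detect a transcript, so that a Ct lower by 1 cycle stands for about 2 times as much template. LLC is a mouse Lewis lung carcinoma cell line implanted into the lung, and HBSS is the salt solution in which S100A8 was dissolved. Mice received 10 µg of S100A8 or HBSS intranasally on Days 3, 6 and 9, and 1.5 µg of lung RNA was reverse-transcribed. The authors averaged the Ct values over 4 to 5 mice before depositing them. Each group is therefore a single value per gene, without a spread between mice, and no SD, n or test could be computed from the deposited values. The deposited values cover 100 assays listed by number. The authors' deposited table of fold changes matched Supplementary Table 1 at all 294 values of 98 genes, with a largest difference of 0.000269%, and each gene and group was identified by this match. The 2 assays without a counterpart were taken as the housekeeping genes. The deposited values do not say which of them is β-actin and which is β2M. The paper names a QuantStudio machine and the sample labels a Roche LightCycler.
The median Ct of the 98 genes was 23.8 in HBSS + vehicle, 24.8 in S100A8 + vehicle, 23.4 in HBSS + LLC and 24.2 in S100A8 + LLC. A mean Ct above 30, which Supplementary Table 1 marks as relatively high, was found for 20 genes in HBSS + vehicle, 23 in S100A8 + vehicle, 13 in HBSS + LLC and 16 in S100A8 + LLC. Values of 38 cycles, the paper's cut off, were listed for 3 genes in HBSS + vehicle and 3 in S100A8 + vehicle. A fold change against a group at 38 cycles is a lower bound if no mouse of the other group was at 38 cycles. The averages do not show whether this was so. No fold change was computed where both groups were at 38 cycles.
Fold changes were recomputed from the mean Ct values with the mean of the 2 housekeeping assays as reference. The first assay had a Ct of 14.1 in HBSS + vehicle, 16.2 in S100A8 + vehicle, 15.3 in HBSS + LLC and 15.8 in S100A8 + LLC. The second had a Ct of 22.5, 23.3, 20.6 and 22.8 in the same order. In HBSS + LLC, the first assay rose by 1.26 cycles from HBSS + vehicle while the second fell by 1.94 cycles, so that a fold change differs 9.19 times between these references. Fold changes in the authors' deposited table equalled the recomputed ones multiplied by 0.713 in S100A8 + vehicle, 1.09 in HBSS + LLC and 0.955 in S100A8 + LLC.

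**Figure D1:**
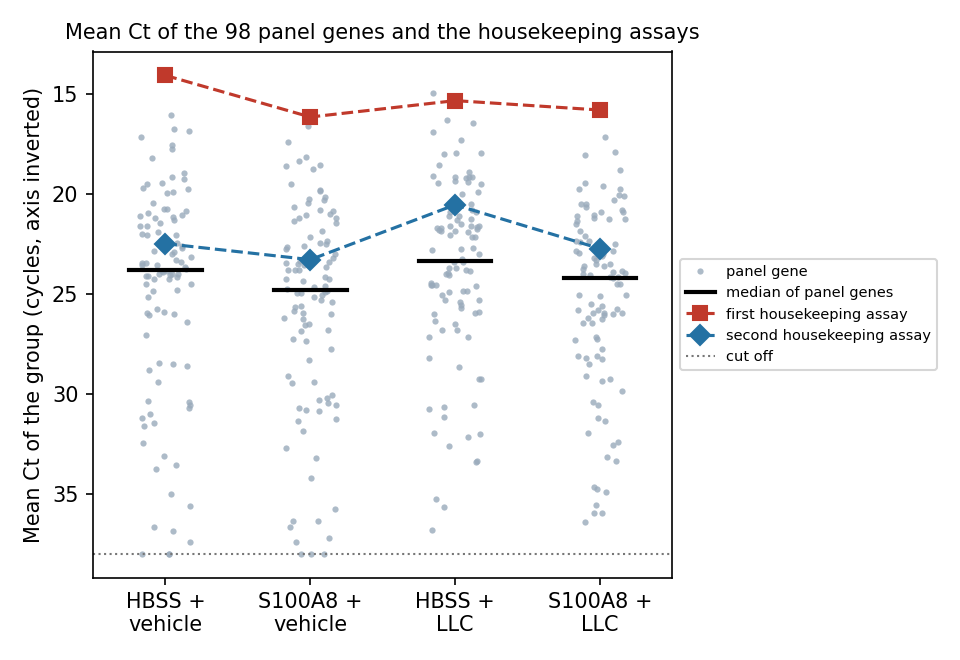
Mean Ct in cycles (vertical axis, inverted so that higher expression is at the top) of the 98 panel genes (points) in each group, with their median (bars), both housekeeping assays (squares and diamonds, dashed lines to guide the eye) and the cut off (dotted line). From HBSS + vehicle to HBSS + LLC, the first housekeeping assay moved from 14.1 to 15.3 cycles and the second from 22.5 to 20.6 cycles.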

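Across the 98 panel genes, expression relative to HBSS + vehicle ranged on the log2 scale from -4.49 to 12.88 in S100A8 + vehicle, from -5.88 to 16.15 in HBSS + LLC and from -4.36 to 19.20 in S100A8 + LLC. The median log2 fold change was 0.34 in S100A8 + vehicle, -0.185 in HBSS + LLC and -0.22 in S100A8 + LLC. With the first housekeeping assay alone as reference, these medians rose by 0.64, 1.60 and 0.74, and with the second alone they fell by the same amounts. In the authors' deposited table they were -0.13, -0.06 and -0.28. Redox genes had the highest median of the 5 categories in each group, at 1.22, 1.30 and 0.87. In HBSS + LLC it became -0.30 with the second housekeeping assay alone, while the other 2 groups stayed above 0 under each reference. The redox medians lay at percentiles 99.2, 98.6 and 98.7 among 10000 random lists of 14 panel genes matched on mean Ct. The 39 immune regulation genes had medians of 0.37, -0.42 and -0.66, at percentiles 66.0, 23.9 and 1.02. Each of these medians changed sign under a reference. In S100A8 + vehicle it became -0.27 with the second housekeeping assay alone and -0.12 in the authors' deposited table. With the first housekeeping assay alone it became 1.18 in HBSS + LLC and 0.08 in S100A8 + LLC. These percentiles describe the 4 averaged values per gene and are not tests, because genes are not replicates.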

The relative expression of 98 genes involved in immune regulation, redox, hypoxia, angiogenesis, metastasis, and cancer growth in lungs from the above treatment groups, normalized to HBSS + vehicle, are shown in the clustered heatmap in **Figure 2A**. S100A8 + vehicle upregulated 19 genes and downregulated 25 genes compared to HBSS + vehicle (**Figure 2B** and **Supplementary Table 1**). 

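Recomputed from the mean Ct values, 27 genes were more than 2-fold higher and 17 more than 2-fold lower in S100A8 + vehicle than in HBSS + vehicle. Higher genes made up 61.4% of the 44 genes past this threshold. This split depended on the reference. It was 81.4% with the first housekeeping assay alone, 34.8% with the second alone and 43.2% with the median of the panel genes. The authors' deposited table gave the same 43.2%, with 19 genes up and 25 down. *ICAM-1* had the highest fold change, at 7538, followed by *SOD1* at 474 or more. *HIF-1β* was 22.5-fold and *HIF-2α* 17.8-fold lower. With Ct values capped at 35, the decrease of *HIF-1β* became 4.23-fold.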

Lungs from mice with growing LLC cancers (HBSS + LLC) had 30 genes which were upregulated and 19 genes downregulated compared to HBSS + vehicle. 

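From the mean Ct values of HBSS + LLC, 26 genes were more than 2-fold higher and 21 more than 2-fold lower than in HBSS + vehicle, so that 55.3% of the genes past the threshold were higher. With the first housekeeping assay alone as reference this share was 93.8%, and with the second alone 18.4%. Of the 26 higher genes, 17 were also higher in S100A8 + vehicle, and 10 of the 21 lower genes were also lower there. *TXN* rose 72717-fold, *SOD1* at least 59064-fold and *ICAM-1* 7643-fold, each from a mean Ct above 30 in HBSS + vehicle. *IL-13* showed the largest decrease, by 58.9-fold.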

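In S100A8 + LLC, 22 genes were more than 2-fold higher and 18 more than 2-fold lower than in HBSS + vehicle when recomputed from the mean Ct values. The share of higher genes was 55.0%, against 82.2% with the first housekeeping assay alone, 25.4% with the second alone and 29.3% with the median of the panel genes as reference. Of the 26 genes higher in HBSS + LLC, 18 were higher in S100A8 + LLC too, and 8 were not. Of the 21 genes lower in HBSS + LLC, 12 were also lower in S100A8 + LLC. Compared directly with HBSS + LLC, S100A8 + LLC had 11 genes more than 2-fold higher and 15 more than 2-fold lower. This split became 5 and 44 with the first housekeeping assay alone, and 39 and 6 with the second alone. The largest changes in the main computation were *KRT14*, 19.6-fold higher from a mean Ct of 30.8 to 27.8, and *IL-12β*, 83.3-fold lower. *IL-13* was 20.5-fold lower than in HBSS + vehicle.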

Lungs collected from mice treated with S100A8 with growing LLC cancers (S100A8 + LLC) had 21 genes upregulated and 20 genes downregulated compared to HBSS + vehicle (**Figure 2B** and **Supplementary Table 1**). 

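Immune regulation genes made up 39.8% of the panel (39 of 98) and redox genes 14.3% (14 of 98). Among the genes more than 2-fold upregulated, 44.4% in S100A8 + vehicle (12 of 27), 42.3% in HBSS + LLC (11 of 26) and 36.4% in S100A8 + LLC (8 of 22) belonged to immune regulation. Redox genes made up 29.6% (8 of 27), 26.9% (7 of 26) and 31.8% (7 of 22). With a mean Ct of at most 30 required in both groups compared, immune regulation genes fell to 12.5% of the 8 genes left upregulated in S100A8 + LLC, the largest change of any of these shares among the alternatives tried.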

In all treatment groups, most upregulated genes were involved in immune regulation (approximately 40%) and redox (approximately 30%) (**Figure 2C** and **Supplementary Table 1**). 

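Among the genes more than 2-fold downregulated against HBSS + vehicle, immune regulation genes were 9 of 17 (52.9%) in S100A8 + vehicle, 8 of 21 (38.1%) in HBSS + LLC and 11 of 18 (61.1%) in S100A8 + LLC. The Wilson 95% intervals of these shares, taking each gene as a draw, were 31.0 to 73.8%, 20.8 to 59.1% and 38.6 to 79.7%. They overlap, and each includes the share of such genes in the whole panel, 39.8%. With the authors' deposited fold changes, the share in S100A8 + LLC was 13 of 20 (65%). Its interval, 43.3 to 81.9%, lies above the share in the panel. Under each of the other alternatives, the interval in S100A8 + LLC included the share in the panel. Metastasis genes were the next most frequent in S100A8 + LLC, with 4 of 18.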

Interestingly, most genes downregulated in S100A8-treated lungs were involved in immune regulation; LLC-bearing mice treated with S100A8 (S100A8 + LLC) had the most pronounced effect, with 65% of the downregulated genes involved in immune regulation (**Figure 2D** and **Supplementary Table 1**).

**Figure 2:**
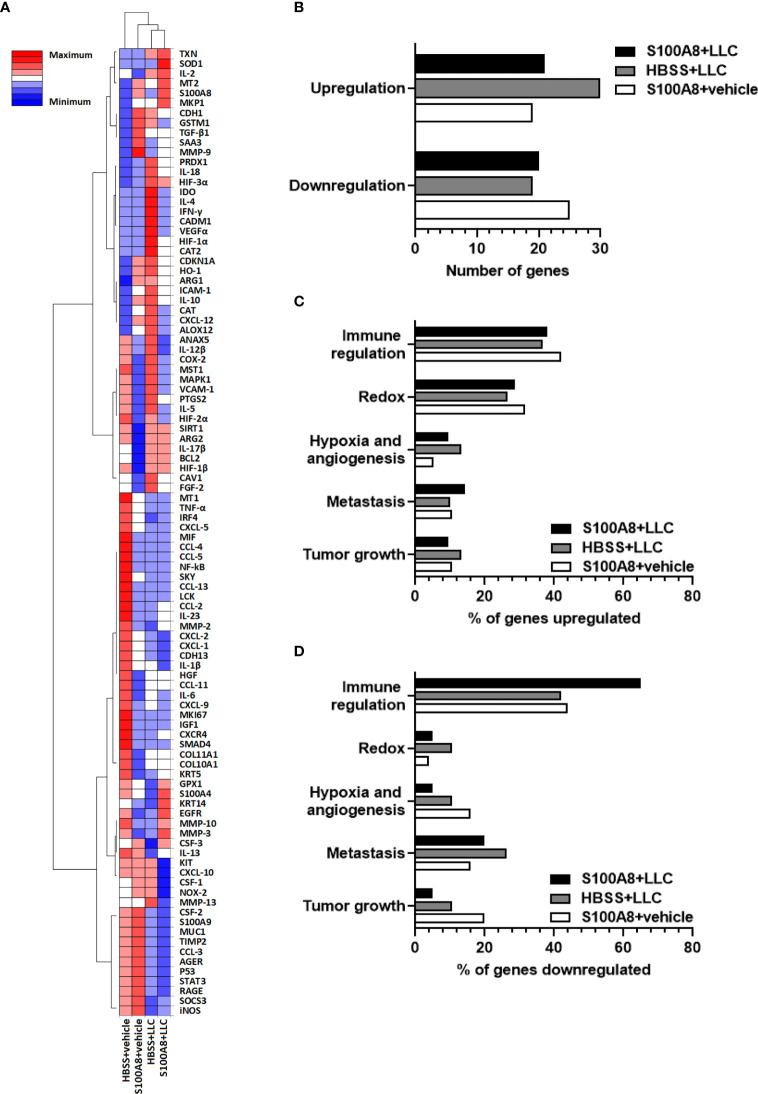
Expression profiles of genes in mouse lungs following intranasal S100A8 treatments. **(A)** Clustergram showing expression of 98 genes in whole lung tissue collected from mice treated intranasally with mouse recombinant S100A8 (10 µg) or HBSS 3, 6 and 9 days post-LLC cell implantation (S100A8 + LLC and HBSS + LLC) and harvested on Day 10. Mice without LLC tumors treated with S100A8 (10 µg) or HBSS served as controls (S100A8 + vehicle and HBSS + vehicle groups). Data from non-supervised hierarchical clustering of the entire data set were combined to display a heatmap with dendrograms indicating co-regulated genes in each treatment group, n = 4-5 mice per treatment group. Increasing intensity of red denotes upregulation by 0.3-fold to 2-fold; maximum denotes changes > 2-fold. Increasing intensity of blue denotes downregulation by 0.3-fold to 2-fold; maximum denotes changes > 2-fold. **(B)** Graph showing total number of genes upregulated or downregulated in each treatment group compared to HBSS + vehicle group. **(C, D)** Graphs showing percentages of genes involved in immune regulation, redox, hypoxia and angiogenesis, metastasis, and tumor growth that were **(C)** upregulated or **(D)** downregulated in each treatment group compared to HBSS + vehicle group.

### Inhalation of S100A8 Suppressed Cytokine Production in Lungs and BALF Induced by Orthotopic Mouse Lung Cancers

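Of the 11 immune regulation genes more than 2-fold lower in S100A8 + LLC than in HBSS + vehicle, 6 encode cytokines (*IL-6*, *IL-1β*, *IL-13*, *TNF-α*, *IL-5* and *IL-12β*) and 4 encode chemokines (*CXCL-1*, *CXCL-2*, *CXCL-5* and *CCL-2*). The remaining gene was *IRF-4*. Compared with HBSS + LLC, 8 immune regulation genes were more than 2-fold lower, of which 5 were cytokines (*IL-4*, *IFN-γ*, *IL-1β*, *IL-5* and *IL-12β*) and none was a chemokine. The other 3 were *COX-2*, *PTGS2* and *IDO*. Among immune regulation genes, the number of cytokines and chemokines more than 2-fold lower than in HBSS + vehicle ranged from 5 with the first housekeeping assay alone to 16 with the second alone.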

Of the immunoregulatory genes downregulated by S100A8 in lungs with LLC cancers on Day 10, most were cytokines (**Figure 2A** and **Supplementary Table 1**). 

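*IL-4* mRNA, of the mouse gene Il4, had a mean Ct of 38 in HBSS + vehicle and 30.7 in HBSS + LLC, an increase of at least 125-fold. *IFN-γ* mRNA, of the gene Ifng, had a mean Ct of 31.2 in HBSS + vehicle and 25.9 in HBSS + LLC, an increase of 31.8-fold. Among the 98 panel genes in HBSS + LLC, *IL-4* ranked 6 and *IFN-γ* ranked 8 by fold change. Among the 18 cytokines they ranked 2 and 4, with *IL-10* above *IL-4* and *IL-18*, at 32.4-fold, above *IFN-γ*. The rank of *IL-4* rests on a lower bound. The reference moved these values more than any other choice for *IFN-γ*, to 96.3-fold with the first housekeeping assay alone and 10.5-fold with the second alone. For *IL-4*, capping Ct values at 35 lowered the bound to 15.7-fold. The paper's 95% intervals in Supplementary Table 1 reach up to 566 for *IL-4* and 121 for *IFN-γ*, and both start at 1e-05. In HBSS + LLC, 78 of the 98 genes share this start, and 0 of the 30 fold changes above 2 have an interval above 1. The start therefore does not decide whether an increase exceeds the spread between mice.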

*IL-4* and *IFN-γ* mRNA showed the highest upregulation in growing LLC cancers, with increased expression of 137-fold (p < 0.001) and 35-fold (p < 0.0001), respectively, compared to controls (lungs with no cancers) (**Figures 3A, B**). S100A8 treatment significantly reduced expression of both genes by 18-fold (p < 0.05) and 5-fold (p < 0.001), respectively, (**Figures 3A, B**).

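In S100A8 + LLC, the mean Ct was 35.98 for *IL-4* and 29.4 for *IFN-γ*. Relative to HBSS + LLC, *IL-4* mRNA was 15.6-fold lower and *IFN-γ* mRNA 4.35-fold lower. The ratios of values in the authors' deposited table correspond to 17.8-fold and 4.97-fold. The direction held under every reference tried and with Ct values capped at 35, between 7.89-fold and 28.2-fold lower for *IL-4*, and between 2.39-fold and 7.89-fold lower for *IFN-γ*. Expression remained above HBSS + vehicle in S100A8 + LLC, by at least 8.06-fold for *IL-4* and 7.31-fold for *IFN-γ*. In lungs without LLC cancers, both were higher with S100A8 than with HBSS, *IL-4* by 4.59-fold and *IFN-γ* by 5.06-fold. For *IL-4* this rests on mean Ct values of 37.24 and 38, which differ by 0.76 cycles, and on a shift of the reference by 1.44 cycles. With Ct values capped at 35, no fold change of *IL-4* was computed there. The deposited averages do not show whether any of these fold changes exceeds the spread between mice.

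**Figure D2:**
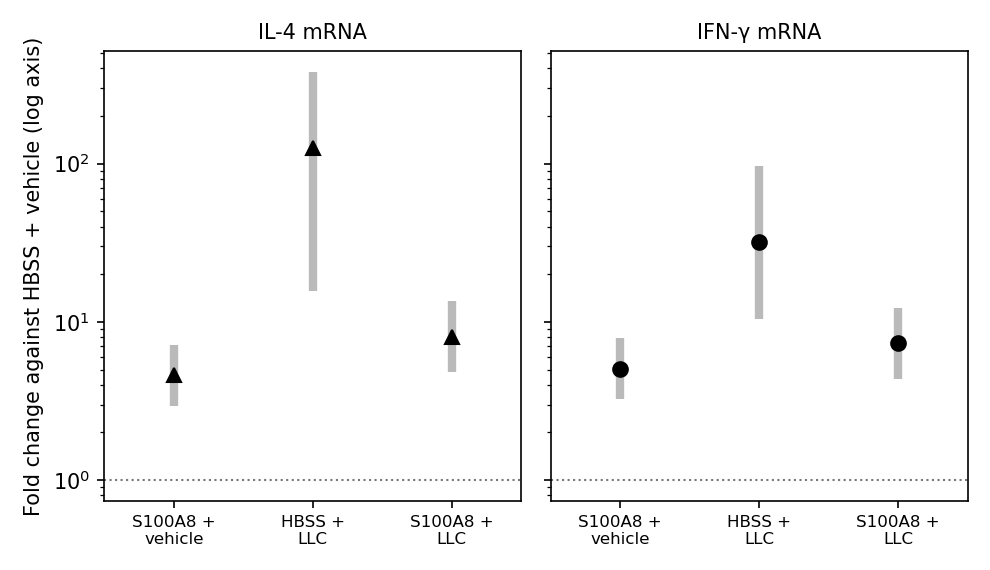
Fold change of *IL-4* (left) and *IFN-γ* (right) mRNA against HBSS + vehicle on a log axis, recomputed from mean Ct values. Symbols are the values with both housekeeping assays as reference. Triangles are lower bounds if no mouse of the group shown was at 38 cycles. Grey bars are the range over the alternatives that gave a value, and the dotted line marks no change. In S100A8 + LLC the values were 8.06-fold or more and 7.31-fold, below those in HBSS + LLC.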

**Figure 3:**
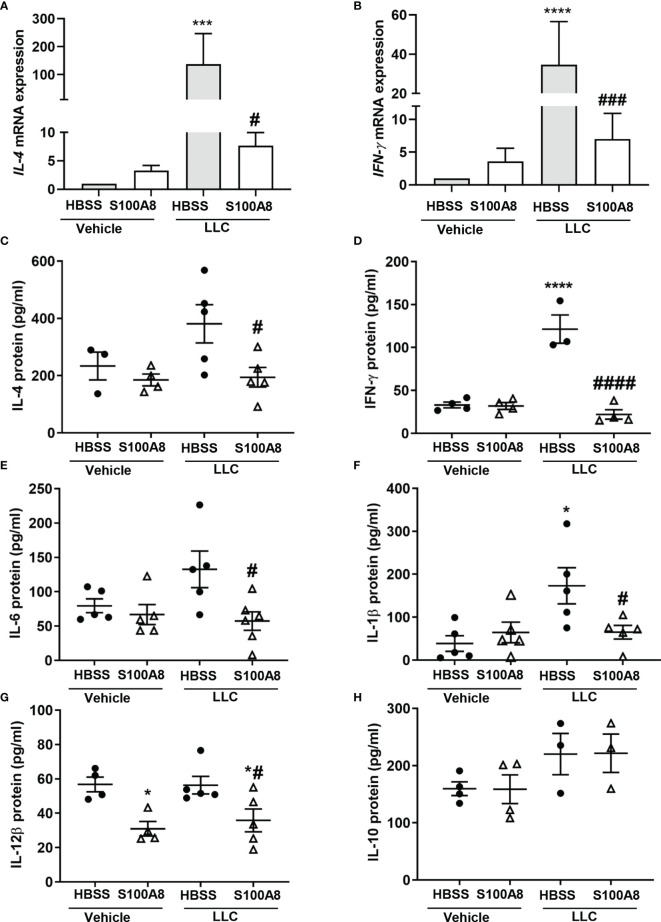
Inhalation of S100A8 suppressed cytokine expression in lungs of mice with orthotopic lung tumors. **(A, B)** Graphs showing mean fold-changes ± SEM of *IL-4* **(A)** and *IFN-γ* **(B)** gene expression in lung tissues from mice treated with recombinant mouse S100A8 on Days 3, 6 and 9 post-LLC cell implantation and collected on day 10. Mice treated with HBSS served as controls, n = 4-5 mice per treatment group. **(C, H)** Graphs showing mean protein concentrations ± SEM (pg/ml) of IL-4 **(C)**, IFN-γ **(D)**, IL-6 **(E)**, IL-1β **(F)**, IL-12β **(G)** and **(H)** IL-10 in bronchoalveolar lavage fluid from mice treated with S100A8 on Days 3, 6 and 9 post-LLC cell implantation and harvested on day 10. Mice treated with HBSS served as controls. *p < 0.05, ***p < 0.001 and ****p < 0.0001 compared to HBSS + vehicle; ^#^p < 0.05, ^###^p < 0.001 and ^####^p < 0.0001 compared to HBSS + LLC.

Concurrently, S100A8 significantly decreased protein levels of IL-4 (381.0 ± 66.6 pg/mL to 194.3 ± 34.2 pg/mL, p < 0.05) and IFN-γ (121.5 ± 16.5 pg/mL to 22.1 ± 5.5 pg/mL, p < 0.0001) in BALF from mice with LLC cancers to basal levels (**Figures 3C, D**). S100A8 also significantly reduced protein levels of IL-6, IL-1β and IL-12β in BALF from mice with LLC cancers (p < 0.05) (**Figures 3E–G**). IL-12β levels were also decreased in lungs from mice treated with S100A8 +vehicle (p < 0.05) (**Figure 3G**). IL-10 concentrations in BALF from mice with or without LLC cancers were similar (**Figure 3H**), although *IL-10* mRNA expression increased by 80- to 150-fold in response to S100A8 and/or growing LLC cancers (**Supplementary Table 1**). Similarly, there was no significant change in mRNA expression of chemokines or *RAGE* across treatment groups (**Supplementary Table 1**).

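*IL-10* mRNA had a mean Ct of 36.7 in HBSS + vehicle, 30.9 in S100A8 + vehicle, 29.2 in HBSS + LLC and 31.2 in S100A8 + LLC. The fold change against HBSS + vehicle was 150.1 in S100A8 + vehicle, 136 in HBSS + LLC and 88.6 in S100A8 + LLC. The authors' deposited table lists 108, 149 and 84.6. S100A8 + LLC was 1.54-fold lower than HBSS + LLC, a direction that turned into a 1.18-fold increase with the second housekeeping assay alone as reference. The control value above 35 cycles enters all 3 fold changes, which became 46.9, 42.5 and 27.7 with Ct values capped at 35.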

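The panel holds 12 chemokines. Their median log2 fold change against HBSS + vehicle was -0.135 in S100A8 + vehicle, -0.80 in HBSS + LLC and -0.85 in S100A8 + LLC, at percentiles 21.0, 9.72 and 2.76 among random lists of 12 genes. In S100A8 + vehicle, the median became 0.51 with the first housekeeping assay alone. In HBSS + LLC, it became 0.80 with that reference and -2.40 with the second assay alone. In S100A8 + LLC it stayed below 0 under each reference, between -1.58 and -0.11. More than 2-fold lower were 2 chemokines in S100A8 + vehicle, 4 in HBSS + LLC and 5 in S100A8 + LLC, and the lowest value was 0.203 for *CCL-2* in HBSS + LLC. *CXCL-12* was the highest, at 3.76-fold in S100A8 + vehicle and 3.41-fold in HBSS + LLC. Between S100A8 + LLC and HBSS + LLC, no chemokine differed by more than 2-fold, while 5 were more than 2-fold lower with the first housekeeping assay alone or with the median of the panel genes, and 4 more than 2-fold higher with the second alone. *RAGE* (mouse gene Ager) was 1.87-fold in S100A8 + vehicle, 0.763-fold in HBSS + LLC and 0.859-fold in S100A8 + LLC. An assay listed as *AGER*, a name of the same gene, gave 1.83-fold, 0.599-fold and 0.555-fold.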

### Inhalation of S100A8 Induced Antioxidant Activity and Reduced Nitrite Production in Mice With Orthotopic Lung Cancers

Because we previously showed that S100A8 is an oxidant scavenger (39), we next determined whether S100A8 modulated antioxidant enzymes in mice with LLC cancers. S100A8 markedly induced expression of several redox genes on Day 10, including superoxide dismutase (*SOD1*) (5.8 x 10^5^ fold, p < 0.01) and thioredoxin (*TXN*) (1.5 x 10^5^ fold, p < 0.05) in lungs of mice with LLC cancers (**Figure 2A** and **Supplementary Table 1**). 

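*SOD1* had a mean Ct of 38 in HBSS + vehicle, 30.6 in S100A8 + vehicle, 21.8 in HBSS + LLC and 19.8 in S100A8 + LLC. In S100A8 + LLC it was at least 602249-fold above HBSS + vehicle. *TXN* (mouse gene Txn1) had a mean Ct of 37.4, 32.7, 20.9 and 21.1 in the same order, and was 160254-fold above HBSS + vehicle in S100A8 + LLC and 70.0-fold in S100A8 + vehicle. Relative to HBSS + LLC, S100A8 + LLC was 10.2-fold higher for *SOD1* and 2.20-fold higher for *TXN*, and the latter ranged from 1.21-fold to 4.00-fold over the references. Capping Ct values at 35 lowered the fold change against HBSS + vehicle to 75281 for *SOD1* and 30153 for *TXN*. *PRDX1* was 132-fold, 282-fold and 162-fold above HBSS + vehicle in S100A8 + vehicle, HBSS + LLC and S100A8 + LLC. The paper's 95% intervals for S100A8 + LLC reach up to 1691349 for *SOD1* and 399989 for *TXN*, and both start under 1. Of the 21 fold changes above 2 in this group, 0 have an interval above 1, so this start does not single out these genes.

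**Figure D3:**
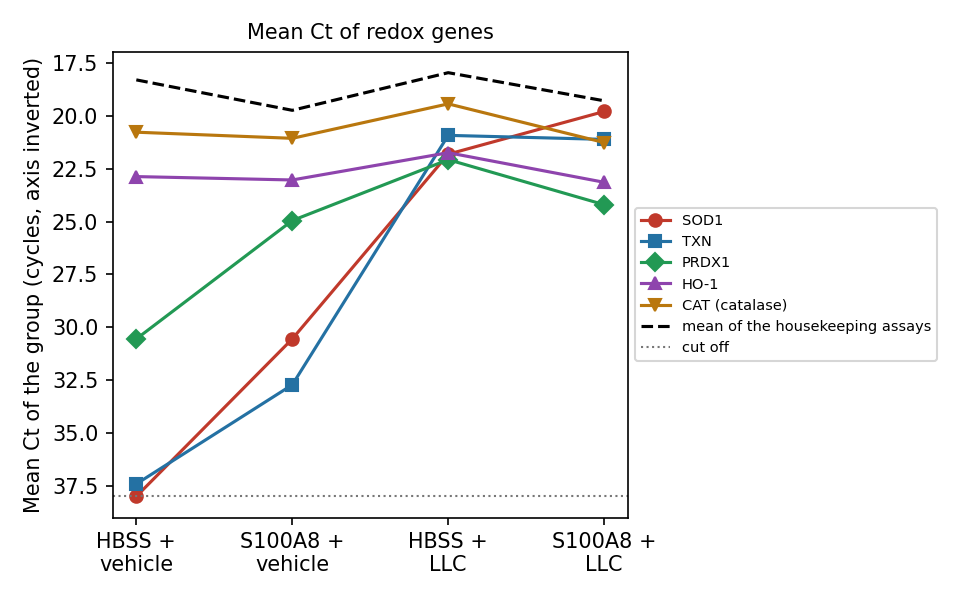
Mean Ct in cycles (vertical axis, inverted so that higher expression is at the top) of 5 redox genes and the mean of the 2 housekeeping assays in each group, with lines to guide the eye and the cut off as a dotted line. *SOD1* and *TXN* lie at 38 and 37.4 cycles in HBSS + vehicle and between 19.8 and 21.8 cycles in both groups with LLC cancers.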

Enzymatic activities of SOD and TXN reductase were significantly lower in lungs with growing LLC cancers compared to controls (p < 0.05) (**Figures 4A, B**). Importantly, S100A8 treatment significantly increased activities of these enzymes in lungs with LLC cancers (SOD: 117.1 ± 22.3 to 209.2 ± 22.0 nmol/min/mg protein, p < 0.05; TXN reductase: 6.6 ± 1.9 to 19.3 ± 3.9 nmol/min/mg protein, p < 0.05) to control levels (**Figures 4A, B**). S100A8 also significantly increased peroxiredoxin (PRDX) activity in lungs with growing LLC cancers (850.4 ± 158.8 to 1633.7 ± 190.7 nmol^-1^/min/mg of protein, p < 0.05), although this was not altered in other treatment groups (**Figures 4C**).

**Figure 4:**
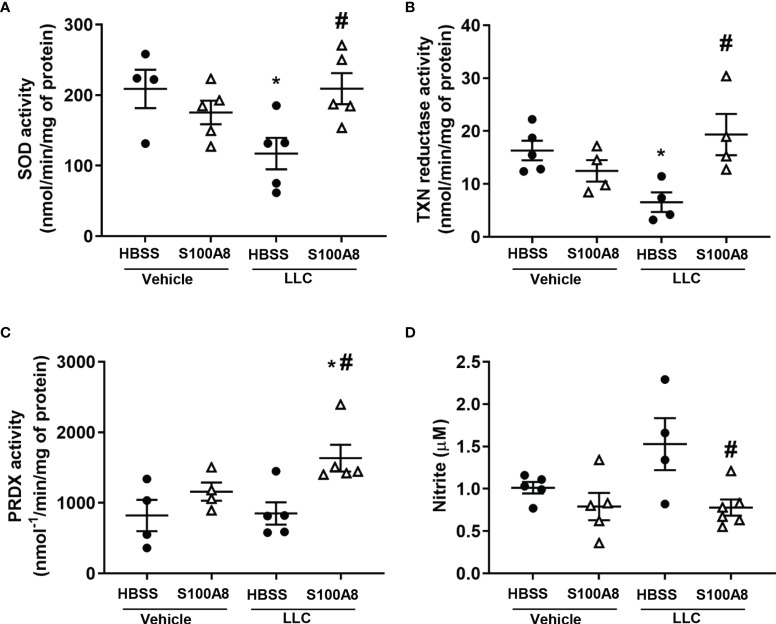
Inhalation of S100A8 induced antioxidant enzyme activity and reduced nitrite production in lungs from mice with orthotopic lung tumors. **(A–C)** Graphs showing enzymatic activities (means ± SEM) of SOD (nmol/min/mg of protein) **(A)**, TXN reductase (nmol/min/mg of protein) **(B)** and peroxiredoxin (PRDX) (nmol^-1^/min/mg of protein) **(C)** in whole lungs collected from mice treated with recombinant S100A8 on Days 3, 6 and 9 post-LLC cell implantation and harvested on Day 10. Mice treated with HBSS served as controls. Mice treated with HBSS served as controls, n = 4-6 mice per treatment group. n = 4-6 mice per treatment group. **(D)** Graph demonstrating mean concentrations of nitrite ± SEM (µM) in bronchoalveolar lavage fluid collected from mice treated with S100A8 on Days 3, 6 and 9 post-LLC cell implantation and harvested on Day 10. Mice treated with HBSS served as controls, n = 4-6 mice per treatment group. *p < 0.05 compared to HBSS + vehicle; ^#^p < 0.05 compared to HBSS + LLC.

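*iNOS* mRNA (mouse gene Nos2) had a mean Ct of 26.4 in HBSS + vehicle, 27.3 in S100A8 + vehicle, 27.2 in HBSS + LLC and 28.1 in S100A8 + LLC. Relative to HBSS + vehicle, the fold change was 1.49 in S100A8 + vehicle, 0.473 in HBSS + LLC and 0.607 in S100A8 + LLC. S100A8 + LLC was 1.28-fold above HBSS + LLC. In each of these comparisons the direction changed under at least 1 of the references tried, and in HBSS + LLC the value was 1.43 with the first housekeeping assay alone.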

S100A8 treatment abolished the elevated nitrite levels found in BALF from mice with LLC cancers (1.5 ± 0.3 μM to 0.8 ± 0.1 μM, p < 0.05, **Figure 4D**), although *iNOS* mRNA did not significantly change regardless of the treatment (**Supplementary Table 1**). 

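*ARG1* mRNA had a mean Ct of 31.0 in HBSS + vehicle, 26.9 in S100A8 + vehicle, 25.7 in HBSS + LLC and 27.2 in S100A8 + LLC. The fold change against HBSS + vehicle was 48.5 in S100A8 + vehicle, 31.6 in HBSS + LLC and 27.3 in S100A8 + LLC, and the authors' deposited table lists 34.6, 34.4 and 26.0. Over the references tried, the values lay between 10.4 and 95.7, all above 1.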

Arginase 1 can modulate NO levels by altering arginine availability, and *Arg1* mRNA increased by ~30-fold in response to S100A8 and/or growing LLC cancers (**Supplementary Table 1**). However, we found no change in expression of arginase 1 protein or arginase activity (data not shown). Together, these results suggest that intranasal S100A8 treatment contributes to the reprogramming of the lung microenvironment to reduce ROS and NO and creates a potentially more favorable microenvironment for supporting anti-cancer lymphocytes.

### S100A8 Inhalation Reduced MDSC Accumulation in Lungs and Spleen of Mice With Orthotopic Lung Cancers

The proinflammatory cytokines, IFN-γ, IL-4, IL-6 and IL-1β, promote MDSC expansion and activation (40) and generate reactive oxygen species (ROS) and nitric oxide (NO), which contribute to immunosuppression and reduced T cell function within the tumor microenvironment (41). Given that S100A8 treatment decreased expression of these cytokines (**Figure 3**), induced antioxidant enzyme activity and reduced NO levels (**Figure 4**), we next assessed myeloid cell accumulation in lungs and spleen following S100A8 treatment.

S100A8 and S100A9 are highly expressed in MDSC (18). Immunohistochemical analysis using specific anti-S100A8 and S100A9 antibodies detected S100A8^+^ and S100A9^+^ myeloid cells infiltrating lung cancers (8 cells per field of view) (**Figures 5A–F**), but not in lung tumor cells (**Supplementary Figures 5**, **6**). Importantly, mice treated with S100A8 had significantly less S100A8^+^ and S100A9^+^ myeloid cells in the neoplastic masses (S100A8: 2 cells per field of view, p < 0.0001; S100A9: 4 cells per field of view, p < 0.05) (**Figures 5A–F**), suggesting that S100A8 reduced MDSC accumulation in lungs with cancers.

**Figure 5:**
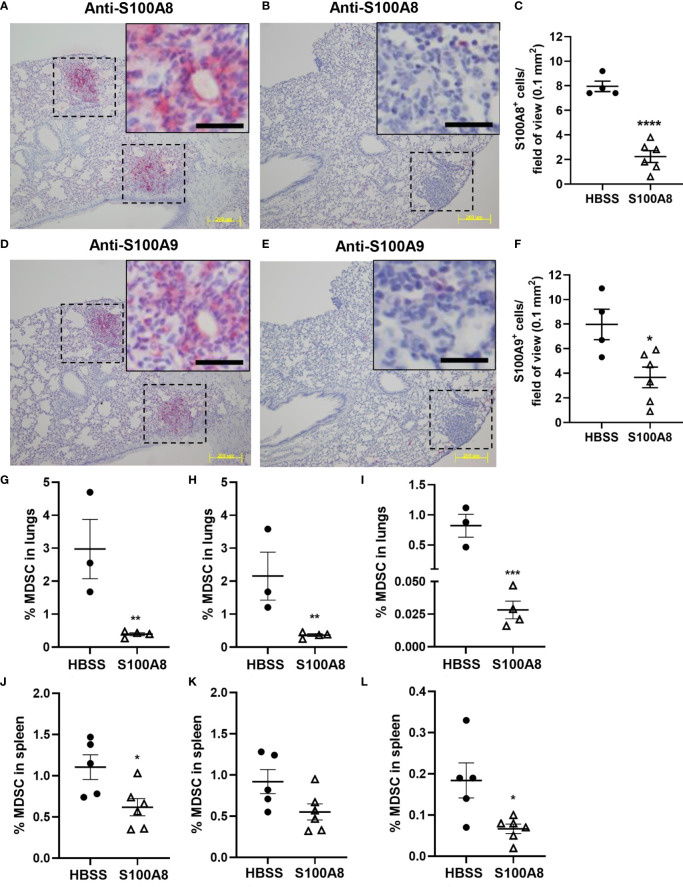
Inhalation of S100A8 suppressed MDSC accumulation in lungs and spleen from tumor-bearing mice. **(A, B)** Representative images showing S100A8 immunoreactivity in lung tumors (dotted lines) following HBSS **(A)** or S100A8 **(B)** treatments on Days 3, 6 and 9 post-LLC cell implantation; scale bars, 200 μm. Insets show magnified regions of tumors; scale bars, 20 μm. Lungs were harvested on Day 10. **(C)** Graph showing mean numbers ± SEM of S100A8^+^ myeloid cells per field of view (0.1 mm^2^), n = 4-6 mice per treatment group, ****p < 0.0001. **(D, E)** Representative images showing S100A9 immunoreactivity in lung tumors (dotted lines) following HBSS **(D)** or S100A8 **(E)** treatments on Days 3, 6 and 9 post-LLC cell implantation and harvested on Day 10; scale bars, 200 μm. Insets show magnified regions of tumors; scale bars, 20 μm. **(F)** Graph showing mean numbers ± SEM of S100A9^+^ myeloid cells per field of view (0.1 mm^2^), n = 4-6 mice per treatment group, *p < 0.05. **(G–L)** Graphs showing mean percentages ± SEM of total MDSC **(G)**, PMN-MDSC **(H)** and M-MDSC **(I)** in lungs and total MDSC **(J)**, PMN-MDSC **(K)** and M-MDSC **(L)** in spleen from tumor-bearing mice treated with HBSS or S100A8 on Days 3, 6 and 9 post-LLC cell implantation and harvested on Day 10, n = 3-6 mice per treatment group, *p < 0.05, **p < 0.01 and ***p < 0.001.

In line with the above, S100A8 treatment significantly reduced percentages of total MDSC (CD11b^+^/Gr-1^+^), PMN-MDSC (CD11b^+^/Gr-1^+^/CD14^-^/F4/80^-^) and M-MDSC (MDSC that were CD14^+^ and/or F4/80^+^) populations in lungs from mice with LLC cancers (Total MDSC: 2.98 ± 0.90% to 0.39 ± 0.05%, p < 0.01; PMN-MDSC: 2.16 ± 0.73% to 0.36 ± 0.04%, p < 0.01; M-MDSC: 0.82 ± 0.19% to 0.03 ± 0.01%, p < 0.001) (**Figures 5G–I**). Similarly, S100A8 significantly reduced percentages of total and M-MDSC in spleens from mice with LLC cancers (Total MDSC: 1.10 ± 0.15% to 0.62 ± 0.10%, p < 0.05; M-MDSC: 0.18 ± 0.04% to 0.07 ± 0.01%, p < 0.05); PMN-MDSC showed a trend of decrease (**Figures 5J–L**). Percentages of MDSC populations in bone marrow or lymph nodes were not affected by S100A8 in mice with LLC cancers (**Supplementary Table 2**). S100A8 + vehicle did not alter MDSC percentages in any organ (**Supplementary Table 2**).

### Inhalation of S100A8 Increased Lymphocyte Influx Into Lungs of Mice With Orthotopic Lung Cancers and Activated NK Cells

Next, we tested whether S100A8 treatment alone altered lymphocyte infiltration and found significantly increased percentage of total T cells (CD3^+^) (21.7 ± 2.9% to 34.4 ± 1.3%, p < 0.001) and their absolute numbers in lungs, but not in spleen, of cancer-bearing mice compared to controls (**Figure 6A** and **Supplementary Table 3**). Among the T cell populations, S100A8 significantly increased the percentages and absolute numbers of CD4 T cells (8.6 ± 1.7% to 19.2 ± 1.5%, p < 0.001, **Figure 6B**, **Supplementary Table 3**), NK-T (CD3^+^/NK 1.1^+^) cells (1.0 ± 0.2% to 2.4 ± 0.3%, p < 0.01, **Figure 6C** and **Supplementary Table 3**) and a population of double-negative T (DNT) cells (6.8 ± 0.5% to 10.8 ± 0.8%, p < 0.001, **Figure 6D** and **Supplementary Table 3**, although changes in spleen were not statistically significant (**Figures 6B-D**). Treatment with S100A8 induced a small but significant increase in percentage (11.1 ± 0.6% to 13.3 ± 0.6%, p < 0.05) and absolute numbers of Tregs (1.1 x 10^5^ to 1.3 x 10^5^ cells) in lungs but not in the spleen (**Supplementary Table 3**). In contrast, S100A8 treatment decreased percentage of NK cells and their absolute numbers in lungs of mice with LLC cancers (CD3^-^/NK1.1^+^) (12.6 ± 1.0% to 6.7 ± 0.5%, p < 0.001); no change was observed in the spleen (**Figure 6E** and **Supplementary Table 3**). S100A8 did not affect the percentage or absolute numbers of CD8 T cells in lungs or spleens from cancer-bearing mice, although it reduced total T cell and DNT cell infiltration in lungs from control mice (p < 0.05) (**Supplementary Table 3**).

**Figure 6:**
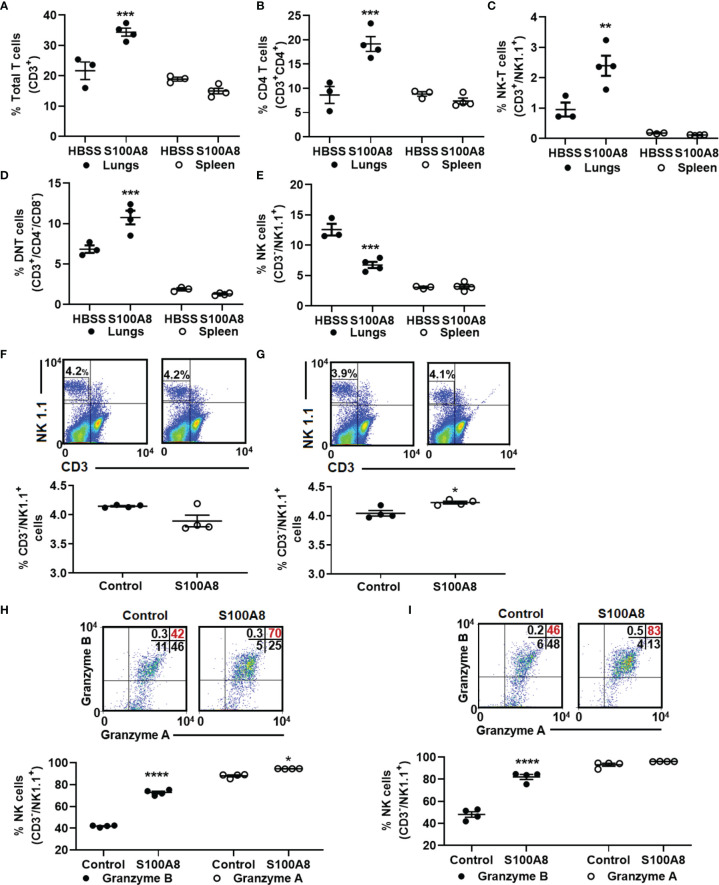
Inhalation of S100A8 increased T cell infiltration into lungs of tumor-bearing mice and activated NK cells *ex vivo*. **(A–E)** Graphs showing mean percentages ± SEM of total T cells (CD3^+^) **(A)**, CD4 T cells (CD3^+^/CD4^+^) **(B)**, NK-T cells (CD3^+^/NK1.1^+^) **(C)**, double-negative T cells (CD3^+^/CD4^-^/CD8^-^) **(D)** and NK cells (CD3^-^/NK1.1^+^) **(E)** in lungs and spleens from tumor-bearing mice treated with recombinant S100A8 or HBSS (controls) on Days 3, 6 and 9 post-LLC cell implantation and harvested on Day 10, n = 3-4 mice per treatment group, **p < 0.01 and ***p < 0.001, **(F, G)** Flow cytometry diagrams and graphs showing mean percentages ± SEM of NK cells isolated from splenocytes from four individual mice **(F)** 24 and **(G)** 48 hours after ex-vivo treatment with recombinant S100A8 (10 µg/ml), *p < 0.05. **(H, I)** Flow cytometry diagrams and graphs showing  mean percentages ± SEM of NK cells expressing granzyme A and granzyme B **(H)** 24 and **(I)** 48 hours after *ex-vivo* treatment with recombinant S100A8 (10 µg/ml), ****p < 0.0001.

Because NK cells infiltrating lung cancers tend to be non-functional and lack cancer-killing activity (42–44), and given that S100A8 treatment reduced percentage of NK cells, but increased percentage of NK-T cells in lungs (**Figures 6C, E**), we next asked whether S100A8 may suppress infiltration of non-functional NK cells and enhance NK cell function. To address this, primary murine splenocytes were isolated and treated *ex-vivo* with S100A8 for up to 48 hours. At 24 hours post-S100A8 treatment, there was no change in NK cell numbers (**Figure 6F**), while at 48 hours post-treatment, S100A8 produced a small but significant increase in NK cell numbers (4.04 ± 0.05% to 4.23 ± 0.02%, p <0.05) (**Figure 6G**). Notably, S100A8 significantly increased percentage of granzyme B^+^ NK cells at 24 (41.8 ± 0.4% to 72.8 ± 1.2%, p < 0.0001) (**Figure 6H**) and 48 hours (48.0 ± 2.5% to 82.1 ± 2.2%, p < 0.0001) post-treatment (**Figure 6I**), indicating increased NK cell activation. S100A8 also slightly increased percentage of granzyme A^+^ NK cells at 24 hours (88.1 ± 0.9% to 94.5 ± 0.1%, p < 0.05) but had no effect at 48 hours (**Figures 6H, I**).

## Discussion

Here we show for the first time that intranasal delivery of S100A8 delayed lung cancer growth in mice. A key finding is that S100A8 positively modified the immune microenvironment by altering expression of key genes and proteins involved in regulating immune cell recruitment and activation as well as redox activity. These changes were associated with profound decreases in numbers of cancer-promoting MDSC and increased infliltration of CD4 and NK-T cells.

Chronic inflammation is increasingly considered a key regulator of lung carcinogenesis [reviewed in (41, 45, 46)]. The lungs are continually exposed to inflammatory stimuli, including smoke, oxidised or non-oxidised inhaled organic and inorganic particles, viruses, and bacteria (47). Normally, epithelial and stromal cells, together with host immune cells, are largely able to deal with these constant insults (47). However, in lung cancer, the microenvironment can become immunosuppressive, promoting prolonged subclinical inflammation leading to sequential metaplastic, dysplastic and eventually neoplastic changes (47). We previously showed that intranasal delivery of recombinant S100A8 produced powerful anti-inflammatory and oxidant-scavenging activities in mouse models of lung inflammation (24, 25). Previous studies support our findings by demonstrating anti-inflammatory properties for S100A8 in different disease states. For example, Sun et al. (48) showed that intraperitoneal administration of recombinant S100A8 protects mice from LPS-induced sepsis by reducing inflammation and oxidative damage in the lungs, kidneys, and liver. Cesaro et al. (49) generated an S100A8 knockout mouse model of collagen-induced arthritis, in which these mice developed a more severe disease than wild-type mice (49). It is therefore plausible that S100A8, by suppressing inflammation, may prevent and/or delay the development of lung cancer. Interestingly, the S100A8/A9 complex is linked to pro-inflammatory activities in numerous cancers and high expression of these proteins is often correlated to increased cancer growth and metastases (50). However, S100A8 can function independently of S100A9 and the S100A8/A9 complex (24, 29). S100A8 was also reported to be pro-inflammatory, by acting as a ligand for Toll-Like Receptor 4 (TLR4) (51, 52) and/or Receptor for Advanced Glycation End Product (RAGE) (53) in mouse models of endotoxin-induced inflammation, possibly suggesting organ- or model-specific functions.

In lung cancer, S100A8 and S100A9 are expressed in both cancer and stromal cells and high expression has been correlated with positive and negative clinical outcomes (54, 55). Studies examining functions of S100A8 in lung cancer , however, are limited; most claiming that its high expression promotes neoplastic growth and metastases (22, 56–58). However, several of these studies used subcutaneous mouse tumor models which are a poor mimic for the lung microenvironment, or focused on manipulating S100A8 expression in cancer cells and examining metastases to the liver or lungs, thereby completely ignoring potential contributions of the complex non-cancerous lung microenvironment. To address this shortcoming, we used an orthotopic syngeneic lung cancer mouse model to investigate the global effects of S100A8 on cancer cells and the lung microenvironment. Unexpectedly, inhalation of S100A8 shortly after implantation of cancer cells into the lungs delayed cancer growth, leading to increased survival. S100A8 can directly affect proliferation and viability of some cancer cell types. Duan et al. (59) showed that recombinant S100A8 promoted proliferation of colorectal carcinoma cells and genetic inhibition of S100A8 expression using shRNA decreased endometrial carcinoma cell proliferation (60). In this study, we showed that the growth and viability of mouse and human lung cancer cells treated with S100A8 over 7 days in culture did not change, indicating that S100A8 may regulate tumor growth or spread of different cancers through different mechanisms. Because S100A8 did not directly alter proliferation of LLC cells, we proposed that its effects might be via modulating the lung microenvironment.

To address this, we determined the expression profiles of 98 relevant genes involved in regulating immune responses, redox activities, and cancer growth in lungs. We observed that treatment with S100A8 decreased expression of key genes that regulate recruitment and activation of immunosuppressive and pro-carcinogenic MDSC. For example, IL-6 mRNA and protein was decreased in lungs and BALF from LLC-bearing lungs after S100A8 inhalation. 

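*IL-6* mRNA had a mean Ct of 26.1 in HBSS + vehicle, 29.1 in S100A8 + vehicle, 26.4 in HBSS + LLC and 28.3 in S100A8 + LLC. In S100A8 + LLC it was 1.52-fold lower than in HBSS + LLC and 2.35-fold lower than in HBSS + vehicle. With the second housekeeping assay alone as reference, it was 1.20-fold higher than in HBSS + LLC. In lungs without LLC cancers, *IL-6* was 3.07-fold lower with S100A8 than with HBSS, and it was lower under each reference tried.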

High IL-6 expression correlates positively with poor survival outcomes in melanoma, head and neck cancers and lung cancers (61). Moreover, high IL-6 in the lung tumor microenvironment associates with increased numbers of immunosuppressive MDSC (61). Similarly, IL-4, IFN-γ and IL-12β expression were also decreased following S100A8 inhalation. These genes are increased in the lung tumor microenvironment of different cancers and activate major signaling pathways that promote MDSC recruitment and activity (61). 

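For *IL-12β* mRNA (mouse gene Il12b), the mean Ct was 26.0 in HBSS + vehicle, 30.1 in S100A8 + vehicle, 22.8 in HBSS + LLC and 30.6 in S100A8 + LLC. It was 7.26-fold higher in HBSS + LLC than in HBSS + vehicle. In S100A8 + LLC it was 11.5-fold lower than in HBSS + vehicle, and in S100A8 + vehicle 6.02-fold lower. Against HBSS + LLC, the decrease in S100A8 + LLC lay between 45.9-fold and 151-fold over the references tried. The paper states that S100A8 treatment decreased expression of genes that regulate recruitment and activation of MDSC, and counts *IL-12β* among them with *IL-6*, *IL-4* and *IFN-γ*.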

Importantly, decreased pro-inflammatory gene expression seen in lungs after S100A8 inhalation negatively impacted on MDSC numbers. S100A8 and S100A9 are highly expressed in MDSC and are reported to regulate MDSC activity to promote immunosuppression in cancer (18, 36, 62). We observed S100A8^+^ and S100A9^+^ myeloid cells infiltrating growing lung cancers at midpoint of survival in the orthotopic LLC lung tumour mouse model; PMN-MDSC were the predominant myeloid subset, as reported by others (63, 64). MDSC are implicated in the pathogenesis of lung cancer (47, 65); their depletion from mononuclear cells from human patients with lung cancer was reported to restore CD4 and CD8 T cell functions *ex vivo* (36), and depletion promoted lung cancer rejection, with concomitant increased numbers of CD8 and NK cells in mice (66). Here we made the novel observation that intranasal administration of S100A8 reduced accumulation of PMN-MDSC and M-MDSC in lungs from mice with early-stage lung cancers. These findings contradict an earlier report that used a systemically administered anti-S100A8 antibody to show that S100A8 promoted TLR-4-dependent MDSC recruitment following subcutaneous implantation of LLC cells, thereby establishing a metastatic niche (56–58). However, the specificity of the anti-S100A8 antibody used was not reported, and cross-reactivity with other S100 proteins that are highly structurally homologous (67) is a possibility. Our previous studies show that S100A8 reduced acute lung injury by inducing anti-inflammatory factors such as IL-10 to reduce expression of pro-inflammatory cytokines and chemokines and neutrophil influx, possibly by supressing NF-κB activation via the IkBa/Akt pathway (24). However, mechanisms whereby S100A8 regulates expression of pro-inflammatory cytokines in lungs of mice with lung cancers requires further investigation.

A hypoxic cancer microenvironment is increasingly regarded as a major barrier to the efficacy of chemotherapy and immunotherapies (68). ROS and NO are generated by MDSC (69). In lung cancer, peroxynitrite (70, 71) can promote nitration of T cell receptors to interfere with T cell binding, thereby inhibiting cytotoxic activity (72, 73) and promoting T cell apoptosis (74). N-acetylcysteine, a ROS scavenger, limits the immunosuppressive activity of MDSC in lung cancer mouse models (75), and a SOD mimetic reduced MDSC numbers to enhance CD8^+^ T cell responses in a murine lung cancer model (76). Scharping et al. (77) reported that administration of the mitochondrial complex 1 inhibitor, Metformin, reduced intratumoral hypoxia and increased the efficacy of a PD-1 inhibitor to enhance intratumoral T cell function and cancer clearance in aggressive cancer mouse models. S100A8 is a potent oxygen scavenger (24, 25) and its anti-inflammatory function is partially dependent on its single reactive Cys residue (24) that could have contributed to MDSC suppression shown in this study. Interestingly, here we report that S100A8 increases activities of SOD, TXN and PRDX, enzymes known to scavenge superoxide anions and peroxide oxidants to potentially create a less hypoxic lung cancer microenvironment (78–80) and reduced numbers of cancer-promoting MDSC (68). MDSC also produce NO which can suppress NK cell function (81). Here we show significantly less nitrite levels in bronchoalveolar lavage fluid from mice with lung cancers treated with S100A8, even though *iNOS* mRNA expression was not altered. One explanation could be reduced Arg availability to iNOS caused by increased expression of Arg1, CAT2 or IDO. However, depletion of Arg may not be conducive to effective T cell function, and S100A8 treatment significantly elevated CD3^+^ T cells numbers in lungs of mice with early-stage lung cancers. 

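Relative to HBSS + vehicle, the *CAT2* transporter (mouse gene Slc7a2) was 9.65-fold higher in HBSS + LLC and 2.01-fold higher in S100A8 + LLC, from mean Ct values of 35.6 in HBSS + vehicle, 32.0 in HBSS + LLC and 35.6 in S100A8 + LLC. *IDO* was 5.70-fold higher in HBSS + LLC and 1.44-fold higher in S100A8 + LLC. Compared with HBSS + LLC, S100A8 + LLC was 4.79-fold lower for *CAT2*, 3.94-fold lower for *IDO* and 1.16-fold lower for *ARG1*. The decreases of *CAT2* and *IDO* held under each reference tried, and that of *ARG1* did not. In S100A8 + vehicle, *IDO* was 1.74-fold higher.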

An alternate possibility is that NO was scavenged by the single Cys_41_ residue in S100A8, shown by us to effectively alter leukocyte adhesion and transmigration (39). Whether S100A8 directly reduced NO production by reducing MDSC numbers to the lung, or shuttled NO to mediators that suppress MDSC activity is unclear, and mechanisms are worthy of future investigation. Together, these observations suggest that S100A8 may promote anti-oxidative effects in the lungs, thereby creating a favourable anti-cancer redox microenvironment. It is noteworthy that expression of several other antioxidant genes such as *HO-1* and *CAT1* were downregulated by S100A8, although we were not able to show any changes in their protein expression or activities.

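*HO-1* mRNA (mouse gene Hmox1) was 2.43-fold higher in S100A8 + vehicle, 1.73-fold higher in HBSS + LLC and 1.65-fold higher in S100A8 + LLC than in HBSS + vehicle. The catalase assay of the panel, listed as *CAT*, gave 2.22-fold, 2-fold and 1.41-fold. Relative to HBSS + LLC, S100A8 + LLC was 1.05-fold lower for *HO-1* and 1.41-fold lower for *CAT*. With the first housekeeping assay alone as reference, these decreases were 1.91-fold for *HO-1* and 2.57-fold for *CAT*. Both genes were also lower with the median of the panel genes and with the authors' deposited fold changes. With the second housekeeping assay alone, *HO-1* was 1.73-fold higher and *CAT* 1.28-fold higher in S100A8 + LLC than in HBSS + LLC. Relative to HBSS + vehicle they were then 0.986-fold and 0.847-fold in S100A8 + LLC. No difference in either gene between S100A8 + LLC and HBSS + LLC passed 2-fold with both housekeeping assays as reference.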

Immunologically, S100A8 inhalation increased the numbers of CD4^+^ and NK-T cells, but not CD8 T cells, in lungs obtained from mice with orthotopic LLC tumors, which was in marked contrast to its suppressive effects to MDSC numbers. Although these mostly favourable immunological profiles were consistent with the observed delay in lung tumor growth and improved survival, further functional studies are required to examine the effector function of CD4 T cells and to exclude the possibility that they were not Tregs. Moreover, the functions of NK-T cells, NK cells and CD8 T cells as well as their activation status, exhaustion and memory will be examined in future studies to increase our understanding on how S100A8 exerts its anti-inflammatory effects in the lung/immune microenvironment. We also identified a novel double-negative T (DNT) cell population that was elevated in lungs of tumor-bearing mice treated with S100A8 for which the functional significance remains to be elucidated. Somewhat surprisingly, NK cell numbers were reduced in lungs from mice with orthotopic LLC cancers treated with S100A8. Whether the reduction in NK cell numbers is also associated with impaired activation and function remains to be determined. Interestingly, our *ex-vivo* studies showed that S100A8 is a potent activator of NK cells, as indicated by increased expression of granzyme B (82), thus it is plausible that treating tumor-bearing mice with S100A8 may induce activation and function of NK cells without altering their numbers.

Given S100A8 inhalation suppressed but did not abolish lung cancer growth, future studies to determine whether other therapeutic drugs could work in combination with S100A8 are warranted. There is a strong interest in identifying therapeutic strategies that act on the cancer microenvironment to prime an anti-cancer immune response. For example, agonists that activate the cyclic guanosine monophosphate-adenosine monophosphate synthase-stimulation of interferon genes (cGAS-STING) pathway show promise in eliciting a potent anti-cancer immune response in the tumor microenvironment of different cancers including lung cancer (83, 84). Notably, cGAS-STING-agonists act in combination with immune checkpoint targeting drugs (CTLA-4, PD-1, PD-L1) to induce potent cancer eradication (83, 84).

A limitation of this study was the use of a single lung cancer mouse model. Future studies should examine the effects of inhalation of S100A8 on growth of different lung cancer subtypes, or its effect when delivered locally to tumors which rely on an inflammatory and/or redox microenvironment for growth and lung metastasis. In conclusion, our study revealed for the first time that intranasal S100A8 administration to lungs of mice had anti-inflammatory activities, which delayed cancer growth by altering the tumor microenvironment to deplete MDSC and modulate the oxidative balance to encourage accumulation of T cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE190817 Figshare, DOI: 10.6084/m9.figshare.19365713 after this. 

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Ethics Committee of the University of New South Wales, Australia (12/148B and 16/142B).

## Author Contributions

SW, KH performed experiments. SW, JM, KH, CG and NT have analysed data. JM, CG, and NT designed experiments. SW, JM, CG, and NT wrote the manuscript text. All authors have critically reviewed, read and agreed to the published version of the manuscript.

## Funding

This research was partially funded by the National Health and Medical Research Council of Australia (APP1027189) and APP1144113). JM is in part supported by the Olivia Lambert Foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

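Expression of 98 genes and 2 housekeeping genes was measured by RT-qPCR in whole lungs of mice of 4 groups, HBSS + vehicle, S100A8 + vehicle, HBSS + LLC and S100A8 + LLC, harvested on Day 10. The authors extracted RNA, reverse-transcribed it, set a cut off of 38 cycles and averaged the Ct values of 4 to 5 mice in each group. They deposited 1 mean Ct per group and assay, without normalization. They also deposited fold changes against HBSS + vehicle, a ratio that the deposited table describes as 2 to the power of the negative difference in normalized Ct. The paper names β-actin and β2M as the genes used for normalization. Which values entered the reference of the authors' deposited fold changes is not stated in the paper's text.
The assays are listed by number. Genes and groups were identified by matching the authors' deposited fold changes with those printed by gene and group in Supplementary Table 1. All 98 genes matched exactly 1 assay at all 3 fold changes. The 2 assays left over were taken as β-actin and β2M, and are called the first and second housekeeping assay because the deposited values do not distinguish them. Gene symbols were looked up in the RefSeq annotation of the mouse assembly GRCm38.p6, by name only, and no coordinates are given because RT-qPCR values carry none.
From the mean Ct values, fold changes were computed as 2 to the power of the negative difference between the groups in Ct minus the mean Ct of the 2 housekeeping assays. A gene was called upregulated or downregulated when its fold change was more than 2 either way. Where the group compared against was at 38 cycles the fold change is a lower bound, and where the other group was, an upper bound. Either holds only if no mouse of the remaining group was at 38 cycles, which the averages do not show. Where both were, none was computed and the gene was not called. Categories are those of Supplementary Table 1. Cytokines (18 genes) and chemokines (12 genes) were listed before the data were examined. The median log2 fold change of each category was placed among those of 10000 random lists of the same size, matched on terciles of mean Ct with a fixed seed. Wilson intervals at the 95% level were computed for shares of genes.
The genes named in the text were chosen by a rule set before the data were examined. They are the genes whose mRNA the paper names, the chemokines, which it names as a set, *PRDX1*, *S100A8* and *S100A9*, the 3 largest changes up and down in each comparison, panel names that stand for the same gene, and the housekeeping genes. Genes outside this rule, such as *IL-18* and the other members of a count, were named after their values were seen.
Each group has 1 averaged value per gene, so the data give no SD, no n and no test between groups, and precision cannot be stated. The 95% intervals quoted are the paper's. At high Ct values an assay detects few molecules, and 20 of the 98 genes were above 30 cycles in HBSS + vehicle, the group with which the other 3 were compared.
The alternatives were fold thresholds of 1.5 and 3, restriction to genes with a mean Ct of at most 30 or at most 35 in both groups, either housekeeping assay alone or the median of the panel genes as reference, Ct values capped at 35, and the authors' deposited fold changes. The functions were tested on simulated Ct values, in which the changed genes were called and unchanged genes were not. In the simulation both housekeeping assays followed the amount of template exactly, and no cut off was applied. It therefore checks the computation only, and not the choice of reference or values near the cut off. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.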

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

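All tests described here were chosen after the results they bear on had been seen. Outlying mice were not searched for, because each group has a single averaged value per gene.

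S100A8 moved 7 genes by more than 2-fold in opposite directions in lungs without and with LLC cancers. The difference was not tested, since there is 1 value per group. The effect in lungs with LLC cancers minus the effect in lungs without was -6.16 on the log2 scale for *IL-4*, -4.46 for *IFN-γ*, 6.04 for *MMP-10*, 6.08 for *HIF-1β*, 3.72 for *IL-13*, -2.98 for *VEGFα* and -2.81 for *ALOX12*. *VEGFα* and *ALOX12* were named after their values were seen. All 7 kept opposite directions under the 4 other references or scalings, and 3 (*IL-4*, *IFN-γ* and *MMP-10*) passed 2-fold both ways under each of them. With Ct values capped at 35, *MMP-10* was 1.15-fold higher in S100A8 + vehicle, and *IL-4* gave no fold change there. *HIF-1β*, at 37.4 cycles in S100A8 + vehicle, was 4.23-fold lower there with the cap, against 22.5-fold without it.

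For *IL-4* and *IFN-γ*, which were raised by S100A8 without LLC cancers and lowered with them, the choice of reference was tested as an explanation. Both genes passed 2-fold in both directions under 4 of 4 scalings, which goes against it. Values of *IL-4* near the cut off are another. In lungs without LLC cancers its mean Ct differed by 0.76 cycles between a group at 38 cycles and its S100A8-treated counterpart, and the pattern cannot be told apart from noise at the limit of detection. The spread between mice remains as well. The paper's 95% interval of *IFN-γ* in S100A8 + vehicle, from 1e-05 to 12.52, does not decide it, because 0 of the 70 intervals of fold changes above 2 in Supplementary Table 1 lie above 1. An effect of S100A8 that depends on the presence of LLC cancers is a hypothesis that these averages cannot settle. *MMP-10* was listed at 38 cycles in S100A8 + vehicle, so its decrease there is a lower bound.

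*ICAM-1*, which the paper's text does not discuss, was 7643-fold higher in HBSS + LLC than in HBSS + vehicle, from a mean Ct of 32.5 to 19.2. It was also far higher in the other groups. The reference does not account for it, as the lowest fold change of *ICAM-1* over the 3 groups and 5 settings was 2521. A low or failed amplification in the control group alone may give the same pattern. After normalization, 8 genes had a Ct more than 3 cycles higher, and so lower expression, in HBSS + vehicle than in each of the other groups. The same held for 1 gene in S100A8 + vehicle, 0 in HBSS + LLC and 0 in S100A8 + LLC. The 8 were *CDH1*, *IL-10*, *IL-18*, *ICAM-1*, *SOD1*, *TXN*, *PRDX1* and *ARG1*, of which 7 had a control Ct above 30. For *SOD1* and *TXN*, the mean Ct in S100A8 + vehicle was 30.6 and 32.7, far above that in both groups with LLC cancers, which a fault in the control group alone does not give. For the difference from HBSS + vehicle, induction by each treatment would look the same in these averages. The paper reports lower SOD activity in lungs with LLC cancers than in controls, which runs against the rise of *SOD1* mRNA. Enzyme activity is a different measure from mRNA and does not settle the question. The explanations cannot be told apart here.

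*GPX1*, which the text of the paper does not discuss, was 12.6-fold higher in S100A8 + LLC than in HBSS + LLC, where it was 7.89-fold below HBSS + vehicle. The lowest of the values over 5 settings was 6.92-fold, so the reference does not account for it. The paper's 95% interval runs from 0.35 to 2.68 in S100A8 + LLC and up to 0.49 in HBSS + LLC. The difference of the paper's fold changes was 1.13 times the combined half-width of these intervals. This does not decide whether the spread between mice accounts for it. *GPX1* was picked from among the largest increases, both fold changes rest on the same control mice, and no values per mouse were analysed. *KRT14* was 19.6-fold higher in S100A8 + LLC than in HBSS + LLC, with a lowest value over the settings of 10.8-fold. The difference of the paper's fold changes of *KRT14* was 0.203 times the combined half-width, and it cannot be told apart from the spread between mice. Intervals of this form are wide for any large increase.

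The 2 housekeeping assays moved 3.2 cycles apart in HBSS + LLC relative to HBSS + vehicle. If only 1 of them had changed with the condition, the median shift of the panel genes would be expected near the shift of the other. It lay 1.42 cycles from the nearer assay. This holds against that explanation only if the median of the panel, whose genes were chosen for immune, redox and cancer functions, does not itself move with LLC cancers, which was not tested. A change in 1 assay therefore remains, as do shifts of both assays in opposite directions and a difference between the mice averaged, and no biological explanation was tested.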

How the results depend on the processing

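The alternatives for counts, shares and single genes were chosen before the data were examined, and those for the medians of gene lists and for the counts in S100A8 + LLC against HBSS + LLC after. No paired analysis was possible because each group has a single averaged value per gene and no test was run. None of these results has a test, so a change is described by its size.

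Of 72 gene counts under the alternatives, 41 stayed within 1.5 times the main value and 31 did not. With the first housekeeping assay alone, 48 genes were up and 11 down in S100A8 + vehicle, 61 up and 4 down in HBSS + LLC, and 37 up and 8 down in S100A8 + LLC. With the second alone, 16 were up and 30 down in S100A8 + vehicle, 14 up and 62 down in HBSS + LLC, and 47 down in S100A8 + LLC. The shift between these references is the measured disagreement of the housekeeping assays. With the median of the panel genes as reference, 41 genes were down in S100A8 + LLC. With a mean Ct of at most 30 in both groups, 17 genes were up and 8 down in S100A8 + vehicle, 13 were up in HBSS + LLC and 8 in S100A8 + LLC, where a limit of 35 left 14. At a threshold of 3, 18 genes were up in S100A8 + vehicle, and 13 were down in HBSS + LLC and 8 in S100A8 + LLC. At 1.5, 37 were down in HBSS + LLC and 37 in S100A8 + LLC. Against the main share of 61.4% up among changed genes in S100A8 + vehicle, the authors' deposited fold changes gave 43.2%. In S100A8 + LLC against HBSS + LLC, 5 genes were up and 44 down with the first housekeeping assay alone, 39 up and 6 down with the second alone, and 32 down with the median of the panel genes. There, 18 were up and 29 down at a threshold of 1.5, 6 up and 9 down at 3, and 5 up with a mean Ct of at most 30. Capping Ct at 35 kept each count within 1.5 times.

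Of 81 shares of immune regulation or redox genes, 80 stayed within the Wilson 95% interval of the main share. The exception was the share of immune regulation genes among those up in S100A8 + LLC with a mean Ct of at most 30, at 12.5%; the cause was not tested. These intervals are wide, because each share rests on few genes.

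The number of cytokines and chemokines among immune regulation genes down in S100A8 + LLC was 10. It was 5 at a threshold of 3, 5 with the first housekeeping assay alone, 16 with the second alone, 5 when lower was judged against HBSS + LLC, and 6 with chemokines left out.

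For *IL-4* in HBSS + LLC against HBSS + vehicle, the fold change was 380.0 with the first housekeeping assay alone, 41.4 with the second and 15.7 with Ct capped at 35. In S100A8 + LLC against HBSS + LLC it was 0.0354, 0.117 and 0.127. For *IFN-γ*, the first and second assay gave 96.3 and 10.5 in HBSS + LLC, and 0.127 and 0.418 in S100A8 + LLC against HBSS + LLC. For *SOD1* in S100A8 + LLC against HBSS + vehicle, the first and second assay, the panel median and the cap gave 1005861, 360590.0, 395961 and 75281. For *TXN* they gave 267652, 95950.3, 105362 and 30153. These values kept their direction. The cap acts on Ct values above 35 cycles, which *IL-4*, *SOD1* and *TXN* had in HBSS + vehicle, and *IL-4* also in S100A8 + LLC.

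Of the 124 combinations of 31 named genes and 4 comparisons, 84 kept their direction under all alternatives that gave a value. Reversals with a change past 2-fold in at least 1 of the directions were seen with the first housekeeping assay alone in HBSS + LLC for *iNOS* (1.43), *RAGE* (2.31) and *S100A9* (2.33), with the second alone in HBSS + LLC for *S100A8* (0.366) and *COX-2* (0.847), and with Ct capped at 35 in S100A8 + vehicle for *MMP-10* (1.15). Of all 615 single-gene values, 291 moved by more than 1.5 times without such a reversal, none of them with the authors' deposited fold changes. In 5 cases the cap left both groups at 35 cycles and no fold change was computed. Of 140 medians of gene lists under the alternatives, 78 changed sign or moved by more than 1.5 times, including all 28 with each housekeeping assay alone. The cause of reversals other than the reference was not tested.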

Differences from the paper's values

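Of the 117 values compared with the paper's, 24 from its text and 93 from Supplementary Table 1, 1 differed by more than 1.5 times. The 93 differ from the values here by a single factor per group, 0.713, 1.09 or 0.955. None of them could therefore pass 1.5 times, and they are not separate evidence of agreement. The paper states that *ARG1* mRNA increased about 30-fold in response to S100A8 or LLC cancers. In S100A8 + vehicle it was 48.5-fold here, against the paper's rounded 30. It was within 1.5 times of the 34.6-fold that Supplementary Table 1 lists for this group. With the second housekeeping assay alone (31.1-fold), the median of the panel genes (35.9-fold) and the authors' deposited fold changes (34.6-fold), it was within 1.5 times of 30. With the first housekeeping assay alone (75.6-fold) and with Ct values capped at 35 (48.5-fold) it was not.

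In S100A8 + vehicle, 17 genes were downregulated here and the paper reports 25. With the authors' deposited fold changes, or with the median of the panel genes as reference, the number was 25.

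The paper counts more genes down than up in S100A8 + vehicle. Here more were up than down, 27 against 17. With the second housekeeping assay alone (16 up, 30 down), the median of the panel genes or the authors' deposited fold changes (both 19 up, 25 down), more were down.

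The paper places the highest upregulation in lungs with LLC cancers in *IL-4* and *IFN-γ*, after a sentence on the cytokines lowered by S100A8. Among the 5 cytokines more than 2-fold lower in S100A8 + LLC than in HBSS + LLC, these 2 had the highest fold changes in HBSS + LLC here too. Read over all 18 cytokines or over the whole panel, the statement differs from the order here. Among the 18 cytokines, *IL-10* at 136-fold lay above the bound of 125-fold for *IL-4*, and *IL-18*, at 32.4-fold, narrowly above *IFN-γ*, at 31.8-fold. In the panel, *TXN*, *SOD1*, *ICAM-1* and *PRDX1* lay above both as well. *IL-4* was at 38 cycles in HBSS + vehicle, so its fold change is a lower bound, and its order against genes with larger fold changes is open.

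The paper states that *HO-1* and *CAT1* were downregulated by S100A8, without naming the groups compared. In lungs without LLC cancers the direction here was the opposite, with *HO-1* 2.43-fold and the catalase assay 2.22-fold higher in S100A8 + vehicle than in HBSS + vehicle, and with the authors' deposited fold changes 1.73-fold and 1.58-fold higher. In lungs with LLC cancers the direction was the paper's. There, S100A8 + LLC was 1.05-fold and 1.41-fold lower than HBSS + LLC, and 1.91-fold and 2.57-fold lower with the first housekeeping assay alone. The direction also held with the median of the panel genes and with the authors' deposited fold changes. It reversed with the second housekeeping assay alone, to 1.73-fold and 1.28-fold higher.

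The paper states that chemokine mRNA did not change significantly. Here 5 of 12 chemokines were more than 2-fold lower in S100A8 + LLC than in HBSS + vehicle, 4 in HBSS + LLC and 2 in S100A8 + vehicle. The averages allow no test. In each of these cases the paper's own 95% interval in Supplementary Table 1 lies below 1. So do 49 of all 64 intervals of fold changes under 0.5 there. These intervals are not the paper's test between groups, and most decreases of this size pass them. They therefore do not decide whether its statement holds. In S100A8 + LLC the upper bounds are 0.75 for *CCL-13*, 0.47 for *CXCL-1*, 0.73 for *CXCL-2*, 0.64 for *CXCL-5* and 0.57 for *CCL-2*. The numbers of chemokines more than 2-fold lower were 2, 0 and 0 with the first housekeeping assay alone, 11, 11 and 5 with the second alone, 11, 5 and 4 with the median of the panel genes, and 5, 4 and 4 with the authors' deposited fold changes.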

Other observations

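The tests described here were chosen after the results had been seen.

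The authors' deposited fold changes differ from those recomputed here by a single factor per group, so that a single reference per group was used for all genes. The implied reference shifts from HBSS + vehicle were 0.951 cycles in S100A8 + vehicle, -0.214 in HBSS + LLC and 0.923 in S100A8 + LLC, where the mean of the 2 housekeeping assays shifted by 1.44, -0.34 and 0.99 cycles. A fixed weighting of the 2 assays was tested first. The weight of the first assay needed for the deposited values was 0.118, 0.539 and 0.455 in the 3 comparisons, a range of 0.421, which goes against it. The mean Ct of the panel genes missed the implied reference by up to 0.843 cycles, their median Ct by up to 0.538 cycles, and the median of their single shifts by up to 0.287 cycles. None of these 4 candidates gives the deposited reference, and others were not tested. No biological explanation was tested.

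In Supplementary Table 1 the paper gives a 95% interval for each fold change. Of the 70 fold changes above 2 in the 3 comparisons, 0 have an interval above 1, while 49 of the 64 fold changes under 0.5 have an interval below 1. A candidate explanation is that the intervals are symmetric about the fold change on the linear scale. In the 69 of 294 intervals whose lower bound lies above 1e-05, the bounds lie equally far from the fold change, with a largest asymmetry of 1.76% of it, consistent with this explanation. On such a scale a high fold change with a wide spread reaches below 1. The intervals therefore do not rank increases against decreases.

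Supplementary Table 1 also marks genes whose mean Ct is above 30 in 1 or both groups. Compared with the deposited mean Ct values of the 98 genes, 1 mark differs in S100A8 + vehicle, 0 in HBSS + LLC and 2 in S100A8 + LLC. The exceptions in S100A8 + LLC are *IL-4*, with mean Ct values of 38 and 35.98, and *IL-10*, with 36.7 and 31.2. Both are marked as acceptable in that comparison. In S100A8 + vehicle the exception is *HIF-3α*, at 38 cycles in both groups, which is marked as undetected.

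The panel holds names that can stand for the same gene. *COX-2* and *PTGS2* are both names of Ptgs2 in the RefSeq annotation, in which COX2 is also the symbol of a mitochondrial gene. Their log2 fold changes differed by 1.47 in S100A8 + vehicle, 0.61 in HBSS + LLC and 0.04 in S100A8 + LLC. *RAGE* and *AGER* differed by 0.03, 0.35 and 0.63. The difference of 1.47 exceeds the 2-fold threshold and might reflect error between assays, but without replicates, or proof that the assays target the same transcript, this cannot be decided.

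*S100A8* mRNA was 2.30-fold higher in S100A8 + vehicle, 1.11-fold in HBSS + LLC and 1.75-fold in S100A8 + LLC than in HBSS + vehicle. *S100A9* mRNA was 2.08-fold, 0.768-fold and 0.525-fold. In HBSS + LLC, the direction of both depended on which housekeeping assay served as reference.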
